# Hyperaccumulation of Gadolinium by *Methylorubrum extorquens* AM1 Reveals Impacts of Lanthanides on Cellular Processes Beyond Methylotrophy

**DOI:** 10.3389/fmicb.2022.820327

**Published:** 2022-03-17

**Authors:** Nathan M. Good, Harvey D. Lee, Emily R. Hawker, Morgan Z. Su, Assaf A. Gilad, N. Cecilia Martinez-Gomez

**Keywords:** heavy metals, hyperaccumulator, methylotrophy, lanthanide, rare earth metals, biomineralization, RNAseq, MRI

## Abstract

Lanthanides (Ln) are a new group of life metals, and many questions remain regarding how they are acquired and used in biology. Methylotrophic bacteria can acquire, transport, biomineralize, and use Ln as part of a cofactor complex with pyrroloquinoline quinone (PQQ) in alcohol dehydrogenases. For most methylotrophic bacteria use is restricted to the light Ln, which range from lanthanum to samarium (atomic numbers 57–62). Understanding how the cell differentiates between light and heavy Ln, and the impacts of these metals on the metabolic network, will advance the field of Ln biochemistry and give insights into enzyme catalysis, stress homeostasis, and metal biomineralization and compartmentalization. We report robust methanol growth with the heavy Ln gadolinium by a genetic variant of the model methylotrophic bacterium *Methylorubrum extorquens* AM1, named *evo*-HLn, for “evolved for Heavy Lanthanides.” A non-synonymous single nucleotide polymorphism in a cytosolic hybrid histidine kinase/response regulator allowed for sweeping transcriptional alterations to heavy metal stress response, methanol oxidation, and central metabolism. Increased expression of genes for Ln acquisition and uptake, production of the Ln-chelating lanthanophore, PQQ biosynthesis, and phosphate transport and metabolism resulted in gadolinium hyperaccumulation of 36-fold with a trade-off for light Ln accumulation. Gadolinium was hyperaccumulated in an enlarged acidocalcisome-like compartment. This is the first evidence of a bacterial intracellular Ln-containing compartment that we name the “lanthasome.” Carotenoid and toblerol biosynthesis were also upregulated. Due to its unique capabilities, *evo*-HLn can be used to further magnetic resonance imaging (MRI) and bioremediation technologies. In this regard, we show that gadolinium hyperaccumulation was sufficient to produce MRI contrast in whole cells, and that *evo*-HLn was able to readily acquire the metal from the MRI contrast agent gadopentetic acid. Finally, hyperaccumulation of gadolinium, differential uptake of light and heavy Ln, increased PQQ levels, and phosphate transport provide new insights into strategies for Ln recovery.

## Introduction

The lanthanide series of elements (Ln) has recently been added to the life metals. A broader understanding of the functions of Ln in biology is slowly unfolding with discoveries of novel enzymes, metabolic pathways, and organisms that are dependent on these metals. Ln are known to form a cofactor complex with the prosthetic group pyrroloquinoline quinone (PQQ) for some alcohol dehydrogenase enzymes (Keltjens et al., 2014). To date, all known Ln-dependent metallo enzymes are from bacteria and coordinate the metal–PQQ complex for catalytic function. However, the physiological importance of PQQ stretches well beyond the prokaryotes. Mammals, including humans (Killgore et al., 1989), and plants (Choi et al., 2008) benefit from PQQ. Eukaryotes (Matsumura et al., 2014; Takeda et al., 2015) and archaea (Sakuraba et al., 2010) produce PQQ-dependent enzymes, though there is still much to be discovered regarding their activities and functions.

XoxF methanol dehydrogenase (MDH) from the methylotrophic bacterium *Methylorubrum extorquens* AM1 was the first reported Ln-dependent metallo enzyme, and members of this diverse enzyme class are widespread in marine, fresh water, phyllosphere, and soil habitats (Nakagawa et al., 2012; Keltjens et al., 2014; Taubert et al., 2015; Chistoserdova, 2016; Huang et al., 2018; Ochsner et al., 2019). ExaF ethanol dehydrogenase was the first reported Ln-dependent enzyme with a preference for a multi-carbon substrate (Good et al., 2016), and its discovery has led to the identification of related enzymes in non-methylotrophic bacteria (Wehrmann et al., 2017; Wegner et al., 2019). Ln are also known to influence metabolic pathways in methylotrophic and non-methylotrophic bacteria (Good et al., 2019; Wehrmann et al., 2020), though studies to date have only assessed the impact of “light” Ln such as lanthanum (La; atomic number 57) or cerium (atomic number 58) (Figure 1A).

**FIGURE 1:**
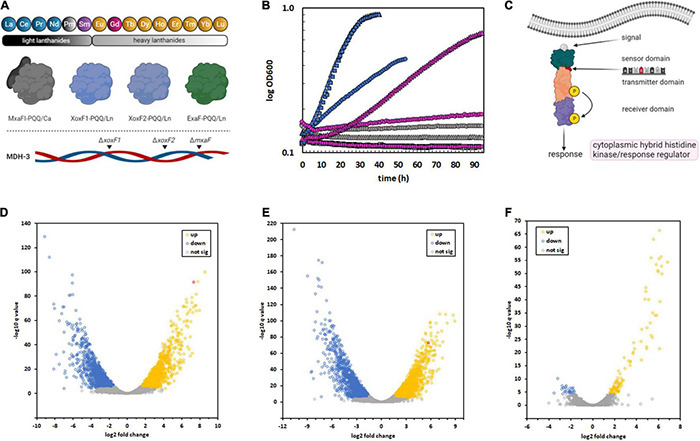
Isolation of an *M. extorquens* AM1 variant capable of metabolic utilization of Gd due to a SNP in a regulatory system, resulting in sweeping changes to gene expression. **(A)** *M. extorquens* AM1 is capable of methanol growth using the light Ln, excluding promethium (Pm), as part of the catalytic cofactor complex with PQQ. The genome encodes four distinct enzyme systems that can catalyze methanol oxidation, three of which are Ln-dependent. The MDH-3 mutant strain, which can only produce ExaF, was evolved for growth with Gd because of the flexibility of this enzyme (Good et al., 2016; Vu et al., 2016). **(B)** Growth of *M. extorquens* AM1 *evo*-HLn (triangles) with heavy Ln. Δ*mxaF* (squares), MDH-3 (circles). Strains were grown on methanol with either no Ln (gray), 2 μM Gd (pink), or 2 μM La (blue). Individual data points represent the mean of 9–12 biological replicates from 3 independent experiments. Variation among replicates for any given data point is within 5%. **(C)** A thymine-to-adenine transversion, effecting a leucine-to-histidine amino acid change in the sensory domain of a cytoplasmic hybrid histidine kinase/response regulator, was identified as the causative mutation allowing Gd growth by *evo*-HLn. This regulatory system was previously identified as being important for ExaF-dependent growth (Skovran et al., 2019). **(D–F)** The regulatory mutation in *evo*-HLn generates broad changes to gene expression that are both strain- and metal-dependent. Volcano plots show significantly altered expression patterns based on a stringent cutoff of log2 fold change of ± 1.5 and a false discovery rate adjusted *p*-value of < 0.0001. Comparison of the ancestral MDH-3 strain grown with La to *evo*-HLn reveals widespread transcriptional alterations with 2,415 DEGs with Gd **(D)** and 2,880 DEGs with La **(E)**. Gene expression changes between *evo*-HLn with Gd or La show a small subset of 137 DEGs specific to Ln species. When grown with La, *evo*-HLn **(F)**. Expression of *exaF* is highlighted in red in panels **(D,E)**.

PQQ-MDH activity is critical for methylotrophic bacterial growth on compounds like methane and methanol (Dunstan and Anthony, 1972). Prior to the discovery of the role of Ln in methylotrophic metabolism, PQQ-MDHs were typified by MxaFI, an α_2_β_2_ tetrameric enzyme that coordinates calcium in the large subunit of each protomer (Adachi et al., 1990; Richardson and Anthony, 1992; Figure 1A). Light Ln are now known to play an important role in regulating MDH expression (Farhan Ul Haque et al., 2015; Chu and Lidstrom, 2016; Vu et al., 2016; Skovran et al., 2019), a phenomenon known as the “lanthanide-switch” in which the presence of light Ln downregulates expression of *mxa* genes and concomitantly upregulates expression of genes encoding Ln-dependent homodimeric dehydrogenase enzymes, such as XoxF and ExaF (Figure 1A). Exposure to light Ln generates modest alterations in gene expression, including downregulation of PQQ biosynthesis genes (Gu and Semrau, 2017; Masuda et al., 2018; Good et al., 2019), but has yielded limited insight into Ln chelation, transport, or granulation. Growth studies with mesophilic methylotrophs and the Ln series of metals have shown that only members of the “light” classification, ranging from La to neodymium (atomic number 60), can support growth with XoxF MDH similar to calcium with MxaFI MDH (Daumann, 2019). In comparison, methanol growth with samarium (atomic number 62) was much slower (Vu et al., 2016), and heavier Ln did not allow for growth. Intriguingly, the MDH-3 triple methanol dehydrogenase knockout mutant, retaining only the genetic capacity to produce ExaF to generate MDH activity (Figure 1A), grew comparatively better with samarium, raising the question of this enzyme’s compatibility with heavier Ln. In general, Ln of atomic numbers higher than samarium do not support methanol growth with a few exceptions (Daumann, 2019). For example, *Methylacidiphilum fumariolicum* SolV, which exhibits moderate growth with europium (atomic number 63) and limited growth with gadolinium (Gd; atomic number 64), grows optimally in acidic conditions (pH 2–5) where Ln are soluble, and as such does not have a known transport system for cytoplasmic uptake of these metals. In contrast, *M. extorquens* AM1 grows at neutral pH and has a TonB-dependent receptor (LutH), and a dedicated ABC transport system composed of a periplasmic protein (LutA), a membrane component (LutF), and an ATPase system (LutE) encoded in the *lut* (lanthanide-utilization and transport) gene cluster (Roszczenko-Jasińska et al., 2020). Genetic and phenotypic studies have shown that LutH is the primary transporter for light Ln into the periplasm, as it has been shown that a disruption of *mxaF* and *lutH* prevents growth with light Ln for about 100 h. The membrane and ATPase components from the ABC transporter, on the other hand, are essential for growth with light Ln and have been shown to facilitate Ln transport into the cytoplasm (Roszczenko-Jasińska et al., 2020). While growth rate on methanol correlates closely with MDH activity, it is still not known if this is due solely to enzyme catalysis or if transport of Ln ions is a limiting factor as well. If transport of heavy Ln is restricted, it is unknown how the cell differentiates between heavy and light Ln. Regardless of the factor(s) limiting growth, Gd seems to be the pivotal Ln marking the threshold of life with these metals (Daumann, 2019).

Gd is a versatile element that is widely used in industry (Ebrahimi and Barbieri, 2019) but is perhaps best known for its use as a contrast agent for magnetic resonance imaging (MRI). Its seven unpaired electrons give Gd unparalleled paramagnetic properties, making it the most effective agent for clinical application (Srivastava et al., 2015). Gd alone is highly toxic to humans (Le Fur and Caravan, 2019) and is therefore injected as a nine-coordinate ion chelated by an octadentate polyaminocarboxylate ligand with a water co-ligand (Wahsner et al., 2019). The stability of gadolinium-based contrast agents (GBCAs) makes them highly effective for intravenous delivery, and they are used in an estimated 30 million MRI exams annually (Lohrke et al., 2016), with approximately half a billion doses administered thus far (McDonald et al., 2018). While most GBCAs are excreted post-injection in urine, they are not innocuous. Over the past two decades, the development of nephrogenic systemic fibrosis has been observed in GBCA injection patients with impaired renal function, resulting in joint pain, immobility, and even death (Grobner, 2006; Marckmann et al., 2006; Boyd et al., 2007; High et al., 2007). In the last five years, concern has increased over the use of GBCAs with long-term retention found in patients with normal kidney function (Kanda et al., 2014, 2015; McDonald et al., 2015; Roberts et al., 2016). Anaphylactic shock and kidney failure have also been reported as possible outcomes of Gd accumulation in tissues (Ergün et al., 2006; Hasdenteufel et al., 2008). GBCAs are also cause for concern as rising anthropogenic Gd levels in surface water correlates with steadily increasing annual MRI exams worldwide (Ebrahimi and Barbieri, 2019). Due to the toxicity and rising concentrations of this micro contaminant, the potential health impacts on aquatic life and bioaccumulation in the food chain deserve more attention, as do wastewater treatment strategies that are sufficient to remove Gd.

In this study, we report a *M. extorquens* AM1 genetic variant that has gained the ability to grow robustly on methanol using the heavy Ln Gd. We identified a single non-synonymous substitution in a cytosolic hybrid histidine kinase/response regulator resulting in a gain-of-function mutation. The single-nucleotide polymorphism (SNP) was reconstructed in the ancestral background confirming that it was the causative mutation and fully regenerated the Gd-dependent growth phenotype. The variant exhibited broad alterations to its transcriptomic profile when grown with Gd or La, including upregulation of heavy metal stress response genes, central metabolism, and the biosynthetic gene clusters for PQQ, toblerol, carotenoids, and a proposed lanthanophore. Inductively coupled plasma mass spectrometry (ICP-MS) metal measurements show the evolved variant hyperaccumulated Gd in a trade-off for reduced accumulation of La, indicating mechanisms for biological differentiation of light and heavy Ln. Furthermore, Gd granules were contained in visible acidocalcisome-like “lanthasomes,” a structure that has not yet been reported. Together, these findings provide the first assessment of the impact of a heavy Ln on bacterial metabolism. Finally, we show evidence that the evolved variant can be used for the development of Gd bioremediation and Ln recovery applications by acquiring Gd from the GBCA gadopentetic acid, and for MRI technologies by generating contrast in vivo.

## Results

### Isolation of an *M. extorquens* AM1 Genetic Variant Capable of Gd-Dependent Methanol Growth

The MDH-3 mutant strain of *M. extorquens* AM1 can grow on methanol when provided an exogenous source of light Ln ranging from La to samarium. Knowing that the MDH-3 strain exhibited the best methanol growth with samarium (Vu et al., 2016), we chose to investigate the capacity of this strain for heavy Ln use as growth with Gd had not been tested prior to this study (Vu et al., 2016). Methanol minimal medium with Gd was inoculated and culture density was measured over time. No detectable increase in culture density was observed after 14 days of incubation at 30°C. However, after another 7 days of incubation, the MDH-3 culture density had increased ∼2.3-fold, reaching a final OD_600_ of 0.35 ± 0.03 (*N* = 4). Gd-grown cells were transferred to fresh methanol minimal medium with Gd and grown to maximum culture density. This process was repeated twice. Cells from these Gd-grown cultures were washed four times with sterile minimal medium to remove possible residual extracellular Gd, resuspended in 1 ml of sterile medium, and saved as freezer stocks with 5% dimethylsulfoxide at −80°C.

The long incubation time prior to growth of the original cultures with Gd suggested either a period of metabolic acclimation or genomic adaptation. To discern between these two possibilities, growth on methanol was tested after first passaging the strain three times on solid succinate medium and then inoculating into liquid succinate medium to generate pre-cultures. After growth, cells were harvested, washed four times with sterile minimal medium without a carbon source, and then inoculated into methanol medium with Gd. Growth was measured using a microplate spectrophotometer, and compared to the ancestral MDH-3 and Δ*mxaF* strains (Figure 1B). The Δ*mxaF* mutation ensures that the strain is dependent on Ln for methanol growth, and MDH-3 carries this mutation (Figure 1A). The variant strain exhibited growth using Gd within ∼10 h of inoculation, and a specific growth rate and maximum culture density like MDH-3 growth with La (Figure 1B). The lack of the two-week lag in growth that we observed after the ancestral MDH-3 inoculation with Gd was indicative that the underlying cause of growth with Gd was genomic adaptation rather than metabolic acclimation.

### Identification and Reconstruction of the Mutation Allowing Gd-Growth

Genomic DNA was isolated from the variant, sequenced, and analyzed for mutations. Three SNPs were identified in the variant (Supplementary Table 3), one of which was a non-synonymous thymine-to-adenine nucleotide transversion resulting in a leucine-to-histidine amino acid substitution in a hybrid histidine kinase/response regulator encoded at locus META1_1800 (Figure 1C). The gene META1_1800 was recently identified to affect ExaF function in *M. extorquens* AM1 in a transposon mutant hunt (Skovran et al., 2019). The mutation was confirmed by PCR amplification and Sanger sequencing analysis. The variant strain was named *evo*-HLn for “evolved for growth with heavy Ln.” Because META1_1800 integrity was previously shown to be necessary for ExaF function, we speculated that the T452A transversion in *evo*-HLn could be a gain-of-function mutation. The mutation was introduced into the MDH-3 genetic background by *sacB*-based allelic exchange. The reconstructed *evo*-HLn strain was named *evo*-HLn*^rec^*, and methanol growth dependent on Gd was confirmed (Supplementary Figure 1). Growth phenotypic analysis showed that the single-nucleotide substitution was able to fully reconstruct the Gd-dependent methanol growth rate and growth yield phenotypes observed for *evo*-HLn (Table 1).

**TABLE 1:** Growth rates and yields of strains grown in minimal medium with methanol with or without Ln.

Strain	Ln source^ε^	Growth rate^ϑ^	Growth yield^ϑ^
Wild type	None	0.15 ± 0.01	0.72 ± 0.13
Wild type	LaCl_3_	0.15 ± 0.01	0.78 ± 0.14
Wild type	GdCl_3_	0.14 ± 0.00	0.77 ± 0.14
MDH-3	None	n.d.	–
MDH-3	LaCl_3_	0.02 ± 0.00	0.41 ± 0.08
MDH-3	GdCl_3_	n.d.	–
Δ*mxaF*	None	n.d.	–
Δ*mxaF*	LaCl_3_	0.14 ± 0.01	0.90 ± 0.04
Δ*mxaF*	GdCl_3_	n.d.	–
*evo*-HLn	None	n.d.	–
*evo*-HLn	LaCl_3_	0.11 ± 0.01	0.93 ± 0.13
*evo*-HLn	GdCl_3_	0.03 ± 0.00	0.69 ± 0.04
*evo*-HLn*^rec^*	None	n.d.	–
*evo*-HLn*^rec^*	GdCl_3_	0.03 ± 0.00	0.63 ± 0.06

*^ε^Ln were provided in the growth medium at 2 μM.*

*^ϑ^Values represent the averages of 10 biological replicates from 3 independent experiments with standard deviations.*

*n.d., determined; –, no growth.*

*Culture density was monitored for up to 96 h.*

### Genetic Adaptation of *evo*-HLn Effects Broad Transcriptional Responses

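MDH-3 is the strain of *Methylorubrum extorquens* AM1 that lacks the methanol dehydrogenase genes *mxaF*, *xoxF1* and *xoxF2*, and *evo*-HLn was evolved from it. *mxaF* (META1p4538), which encodes the large subunit of the calcium-dependent methanol dehydrogenase, had 259, 253 and 479 counts in the 3 libraries labelled MDH3-La. It had 0 counts in each of the 5 libraries labelled *evo*-La and *evo*-Gd, which allows up to 3 counts per library, a floor that covers counting error only. The *mxaF* counts therefore go against the label MDH3-La, which names a strain without this gene. Here and below, that phrase means only that counts were found where the label leads one to expect none. It does not mean that the label was shown to be wrong, since a part of the gene left by the deletion would also give counts. *xoxF1* (META1p1740), which encodes a lanthanide-dependent methanol dehydrogenase, had 108594, 107529 and 195684 counts in the libraries labelled MDH3-La, 289836, 286636 and 247274 in *evo*-La and 289361 and 337228 in *evo*-Gd. *xoxF2* (META1p2757), which encodes a closely related dehydrogenase that may share reads with *xoxF1*, had 532, 493 and 587, then 2856, 3937 and 3397, and 12783 and 15914 counts in these groups. Between *evo*-La and *evo*-Gd the *xoxF1* counts lie close, while those of *xoxF2* lie far apart. This argues against shared reads as the whole of that difference in *xoxF2*. Counts of *xoxF1* and *xoxF2* in all 8 libraries go against a strain without these genes, so the group names used here are those of the labels, and *evo*-La and *evo*-Gd stand for the libraries so labelled. The table does not show which part of a gene its counts come from, and reads from a part that the deletion left in place would be counted with the gene. Other measures in the paper, MDH activity (Figure 2B) and *exaF* promoter activity (Supplementary Figure 3), were higher in *evo*-HLn than in MDH-3. In the paper's growth data, MDH-3 and *evo*-HLn did not grow on methanol without lanthanide, where wild type did. With La, MDH-3 grew more slowly than the Δ*mxaF* strain. The paper's heat map caption gives *mxaF* as switched off in *evo*-HLn. The growth and activity data describe the strains in culture and do not settle what these libraries hold.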

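RNA of cultures on 50 mM methanol and 2 µM lanthanide was sequenced in 8 libraries, 3 labelled as MDH-3 with La, 3 as *evo*-HLn with La and 2 as *evo*-HLn with Gd. The ribosomal protein genes took 0.157, 0.142 and 0.169% of the counts in the libraries labelled MDH3-La, against 8.34, 7.72 and 7.43% in *evo*-La and 5.98 and 6.45% in *evo*-Gd. Chaperone and protease genes took 5.60, 5.02 and 7.11% in the first group, 2.96, 2.66 and 2.90% in the second and 2.28 and 2.69% in the third. Libraries were stranded, depleted of ribosomal RNA and read as 2 × 50 bp pairs, and the authors aligned reads with HISAT2 and assembled them with StringTie on KBase. The genome build of the RNA-seq is not given in the sources used here. The deposited table gives a whole number per gene and library for 6215 genes, with gene names. Its total was 5566397, 5648189 and 5874083 in the libraries labelled MDH3-La, 7166942, 9922296 and 8701994 in *evo*-La, and 7678334 and 8511625 in *evo*-Gd. The table's title names a target depth of over 12000000 mapped reads and calls the values normalized, but they were treated as raw counts because their totals differ and DESeq2 run on them gives the deposited log2 fold changes, with 99% of genes within 0.00819. The 6138 genes left by edgeR's filter on low counts were scaled by TMM, given in CPM, and compared with edgeR's quasi-likelihood test, with all 3 groups in 1 fit. The groups share 1 estimate of the spread per gene. Errors and p-values of *evo*-Gd against *evo*-La therefore also carry the spread of the libraries labelled MDH3-La, which was the largest of the groups. A gene was called at the paper's thresholds, a log2 fold change beyond 1.5 and an adjusted p under 0.0001. The gene lists, the comparisons, the rule for the genes named and the alternative settings were chosen before the data were examined, apart from corrected lists and a block by the numbers of the paper's data sheet, which were added later. Part of that data sheet, with values for these samples, was in hand when the rule was written. Some of its values had been seen, among them those of ribosomal protein genes, so results for these genes are not taken as found blind. The table calls the samples biological replicates, but no source used here says that they came from separate cultures, so p-values measure the spread between these samples, which may be technical. The second *evo*-Gd sample is number 2 in the labels and the deposited table and number 3 in the paper's data sheet.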

To better understand the breadth of regulatory changes in *evo*-HLn, we analyzed transcriptomic profiles during methanol growth with Gd (*evo*-Gd) or La (*evo*-La) relative to MDH-3, the ancestral strain, grown with La (MDH3-La) and identified differentially expressed genes (DEGs) for each pairwise comparison. After adopting a stringent cutoff (greater than ± 1.5 log2 fold change in expression level, adjusted *p*-value < 0.0001), we identified 2,415 DEGs comparing *evo*-Gd to MDH3-La (Figure 1D) and 2,880 DEGs comparing *evo*-La to MDH3-La (Figure 1E). 

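Of the called genes with an annotated function, *rpsL*, for ribosomal protein S12, rose the most in both comparisons with the libraries labelled MDH3-La, whose *mxaF* counts go against the label. It went from 2.06 ± 0.706 CPM (SD, n = 3) to 1262 ± 225 (n = 3) in *evo*-La and 642 ± 130.0 (n = 2) in *evo*-Gd. Its log2 fold change was 9.24 (standard error 0.34, adjusted p = 7.01e-07 from edgeR's quasi-likelihood test) in *evo*-La and 8.26 in *evo*-Gd (standard error 0.34, adjusted p = 1.78e-06). META2p0017, a putative cytochrome P450, rose by 8.15 (standard error 0.31, adjusted p = 1.76e-06 from the same test) in *evo*-Gd, from 21.9 ± 6.55 to 6212 ± 430.0 CPM. The largest fall among the genes called in *evo*-Gd was in *arcB* (ornithine cyclodeaminase), at a log2 fold change of -8.78 (standard error 0.41, adjusted p = 2.44e-06 from the same test), from 11352 ± 1495 to 25.8 ± 4.69 CPM. *nepR*, for the anti-sigma factor of the general stress response, changed by -6.82 (standard error 0.39, adjusted p = 2.29e-06 from the same test) in *evo*-La. In all, 1271 genes were called in *evo*-Gd, 819 higher and 452 lower, and 1940 in *evo*-La, 1133 higher and 807 lower. In the authors' deposited table, 2417 and 2882 genes pass the same thresholds, 1256 and 1888 of them also called here. The split depends on scaling: DESeq2 and RLE factors lowered the median gene by about 0.33 against TMM (−0.333 in *evo*-Gd and −0.337 in *evo*-La by DESeq2), and 49.5% and 48.0% of the genes that DESeq2 called were higher, against 64.4% and 58.4%. With RLE factors these shares were 54.8% (667 higher, 550 lower) in *evo*-Gd and 48.3% (914 higher, 979 lower) in *evo*-La. The count in *evo*-Gd fell to 387 or 415 without *evo*-Gd 1 or 2, where the lone *evo*-Gd sample is assumed to vary like the other groups, and to 786, 702 or 620 without *evo*-La 1, 2 or 3; that in *evo*-La fell to 1077, 959 or 878 without *evo*-La 1, 2 or 3. With only *evo*-Gd and the libraries labelled MDH3-La in the fit, edgeR called 0 genes, so each call for single genes in *evo*-Gd against these libraries ended under that setting. In that fit 3944 genes had an unadjusted p under 0.05, and DESeq2 on all 3 groups called 2436.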

Among the highest upregulated genes in both comparisons was *exaF* (Figures 1D,E), indicating a likely increase in MDH activity corresponding with Gd growth. 

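*exaF* (META1p1139), which encodes the lanthanide-dependent alcohol dehydrogenase ExaF, rose in both groups against the libraries labelled MDH3-La, where *mxaF* goes against the label. By size it was number 9 of the 819 genes called higher in *evo*-Gd and number 56 of 1133 in *evo*-La. Its level was 241 ± 76.6 CPM (SD, n = 3) in those libraries, 15739 ± 2227 (n = 3) in *evo*-La and 47301 ± 7459 (n = 2) in *evo*-Gd. The log2 fold change was 7.61 (standard error 0.36, adjusted p = 2.52e-06 from edgeR's quasi-likelihood test) in *evo*-Gd and 6.03 (standard error 0.33, adjusted p = 2.08e-06 from the same test) in *evo*-La. Between *evo*-Gd and *evo*-La the log2 fold change of *exaF* was 1.59 (standard error 0.29), which did not pass the threshold (adjusted p = 0.0152 from the same test). *xoxF2*, named in the table only by its locus META1p2757, also rose, by 4.04 (standard error 0.18, adjusted p = 1.98e-06 from the same test) in *evo*-Gd and 1.77 (standard error 0.16, adjusted p = 2.08e-05 from the same test) in *evo*-La. Counts of *xoxF2* and *xoxF1* go against the labels of the *evo* libraries as well, since *evo*-HLn was evolved from a strain without these genes. *xoxF1* (META1p1740) did not pass the test in *evo*-Gd, with a log2 fold change of 0.48 (standard error 0.35, adjusted p = 0.258 from the same test). In *evo*-La its value was 0.13 (standard error 0.32, adjusted p = 0.723), and it turned negative with DESeq2, RLE or upper-quartile scaling (−0.22, −0.22 and −0.05) and without MDH3-La 1, MDH3-La 2 or evo-La 1 (−0.20, −0.33 and −0.10). The call of META1p2757 in *evo*-La ended without evo-La 1, evo-La 2, evo-La 3, MDH3-La 1 or MDH3-La 2 (edgeR's adjusted p from 0.00016 to 0.000563) and with DESeq2, RLE or upper-quartile scaling, which gave log2 fold changes of 1.42, 1.42 and 1.57 (adjusted p = 0.000215 for the last).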

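Comparing the 2 *evo*-Gd libraries with the 3 *evo*-La libraries, 15 genes were called, all higher with Gd. Of these, 14 belong to the bacteriochlorophyll list (*bchB*, *bchC*, *bchF*, *bchG*, *bchH*, *bchL*, *bchP*, *bchX*, *bchY*, *bchZ*, *pufA*, *pufB*, *pufM* and *puhA*), which hold enzymes of bacteriochlorophyll synthesis and proteins of the light-harvesting complex and reaction center. The other called gene was META1p5282, at a log2 fold change of 4.84, which is named because it completes the set, after its value was seen. *pufB*, for a subunit of the light-harvesting complex, went from 14.3 ± 3.21 CPM (SD, n = 3) with La to 1083 ± 92.6 (n = 2) with Gd, a log2 fold change of 6.24 (standard error 0.31, adjusted p = 3.95e-05 from edgeR's quasi-likelihood test). META1p2757 (*xoxF2*), whose counts go against the labels of both groups, went from 359.7 ± 17.5 to 1739 ± 196 CPM and did not pass the adjusted threshold (log2 fold change 2.27 (standard error 0.17, adjusted p = 0.000248 from the same test)), though DESeq2 called it, at 2.27, as did edgeR with only the 2 groups in the fit, at 2.24. At these thresholds edgeR called 0 genes lower with Gd, while 706 were lower at an unadjusted p under 0.05, 242 at an adjusted p under 0.05 and 31 with DESeq2. DESeq2 called 140 genes in all, and 138 pass in the authors' deposited table, including each of the 15. The count of 15 was 41 with only the 2 groups in the fit, 28 with upper-quartile factors, 29 without MDH3-La 2, and 0 without MDH3-La 3 or any 1 of the 5 *evo* libraries. The main fit also holds the libraries labelled MDH3-La, whose larger spread enters this test (median gene dispersion 0.151, against 0.0307 in *evo*-La and 0.0582 in *evo*-Gd). The count of 15 therefore depends on these libraries too and is not a measure of the *evo* libraries alone. In simulated data for this comparison, 0 of 50 genes changed by 2 on the log2 scale were called, and 4 of 50 changed by 3. Sizes of 4 and 6, added after those results were seen, gave 23 of 50 and 36 of 50. The simulation used 1 dispersion per gene fitted over all 3 groups. These shares therefore need not hold for the *evo* libraries, whose spread was smaller than that of the libraries labelled MDH3-La.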

To identify genes that could be involved specifically in processes related to heavy Ln metabolism, *evo*-Gd was compared to *evo*-La and a smaller set of 137 DEGs was identified (Figure 1F). The large overlap of DEGs in *evo*-Gd and *evo*-La, when compared to MDH3-La, was indicative of the adapted hybrid histidine kinase/response regulator system being involved, directly or indirectly, in extensive transcriptional changes detected by RNA-seq. 

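Most genes called in *evo*-Gd were also called in *evo*-La against the same libraries labelled MDH3-La, whose *mxaF* counts go against the label. The calls shared 761 genes that rose and 443 that fell, 1204 in all, and 0 genes moved in opposite directions. *fae* (META1p1766), for the formaldehyde-activating enzyme, rose in both, by 5.05 (standard error 0.27, adjusted p = 3.58e-06 from edgeR's quasi-likelihood test) in *evo*-Gd and 5.76 (standard error 0.27, adjusted p = 1.23e-06 from the same test) in *evo*-La. *nepR* fell by 5.65 on the log2 scale in *evo*-Gd (standard error 0.44, adjusted p = 1.65e-05 from the same test), a call that ended without evo-Gd 1 (edgeR's adjusted p = 0.000132). *cobJ*, for a methyltransferase of cobalamin synthesis, had log2 fold changes of -6.75 and -6.47 in *evo*-Gd and *evo*-La, and its *evo*-Gd call ended without evo-Gd 1 or evo-Gd 2 (edgeR's adjusted p from 0.000132 to 0.000146). META1p1800, the hybrid histidine kinase/response regulator gene, did not pass the test, with log2 fold changes of 0.12 in *evo*-Gd and -0.40 in *evo*-La (adjusted p = 0.899 and 0.634); the first was −0.12 with DESeq2 or RLE factors and between −0.33 and −0.06 without evo-Gd 1, MDH3-La 1 or MDH3-La 3, and the second was 0.72 without MDH3-La 2. Independent lists of these sizes among 6138 genes would share 151 higher and 59.4 lower genes. Both comparisons use the same control libraries: 20 simulations of unchanged groups against them shared 0.05 genes on average, and gave a correlation of log2 fold changes across genes of 0.762, against 0.949 observed. The covariance was 5.39 observed and 0.202 simulated, a difference of 5.19 that estimates the shared change; genes are not independent replicates, and part of the excess may come from the shared controls, since 3 libraries cannot be split into 2 sets of at least 2. The shared count fell to 368 or 392 without *evo*-Gd 1 or 2, and to 709, 638 or 572 without *evo*-La 1, 2 or 3. From the large overlap, the paper proposes that the adapted hybrid histidine kinase/response regulator system takes part, directly or indirectly, in the extensive changes seen by RNA-seq.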

While this study was primarily focused on identifying changes to Ln metabolism, and in particular processes specific to heavy Ln, subsequent studies will characterize the two-component regulatory system in detail as this initial characterization suggests it regulates an expansive modulon.

### Increased *exaGJF* Expression Produces Higher MDH Activity

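The *exa* genes lie next to each other, and META1p1137 and META1p1138 are taken here as *exaG* and *exaJ*, which the table does not name. META1p1137, a putative cytochrome c550, was at 21.0 ± 22.1 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, 1112 ± 111 (n = 3) in *evo*-La and 1474 ± 335 (n = 2) in *evo*-Gd. Its log2 fold change in *evo*-Gd was 6.13 (standard error 0.79, adjusted p = 0.00023 from edgeR's quasi-likelihood test), past the fold threshold but not that of the adjusted p, and in *evo*-La 5.72 (standard error 0.75, adjusted p = 0.000205 from the same test). META1p1138, a periplasmic binding protein, had 35.7 ± 46.7, 665 ± 85.6 and 977 ± 8.44 CPM in the same groups, and log2 fold changes of 4.77 (standard error 1.05, adjusted p = 0.00434 from the same test) in *evo*-Gd and 4.22 (standard error 0.99, adjusted p = 0.00526 from the same test) in *evo*-La. Between *evo*-Gd and *evo*-La, META1p1137 and META1p1138 differed by 0.41 and 0.56, with adjusted p = 0.788 and 0.798 from the same test. These p-values also carry the wide spread of the libraries labelled MDH3-La, so they do not measure the spread of the *evo* libraries alone. Of the 3 *exa* genes, 1 (*exaF*) rose in each of the groups and 2 did not pass the test. Adjusted over the list alone, 2 rose in *evo*-Gd and 1 in *evo*-La, which is not independent evidence because the study chose the list on these samples. DESeq2 called all 3 in both groups, and limma's camera gave the list adjusted p = 0.0751 in *evo*-Gd and 0.123 in *evo*-La. Without MDH3-La 2, edgeR called META1p1137 at log2 fold changes of 7.14 and 6.74 in *evo*-Gd and *evo*-La, and META1p1138 at 6.34 and 5.80. It also called META1p1137 in both groups with RLE factors (5.89 and 5.48) and upper-quartile factors (6.07 and 5.72), and in *evo*-La without MDH3-La 1 (5.24).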

The *exaGJF* genes, encoding ExaF and accessory proteins, were highly upregulated with log2-transformed fold changes of 5.9, 4.6, and 7.3, respectively, for *evo*-Gd vs. MDH3-La. 

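The accessory genes of the calcium-dependent methanol dehydrogenase were expressed at low levels in every group. *mxaD* went from 1.50 ± 0.154 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, to 10.1 ± 1.63 (n = 3) in *evo*-La and 7.55 ± 1.83 (n = 2) in *evo*-Gd. It rose in *evo*-La, by 2.74 (standard error 0.26, adjusted p = 2.95e-05 from edgeR's quasi-likelihood test), while in *evo*-Gd its log2 fold change of 2.32 (standard error 0.27) did not pass (adjusted p = 0.000149) but was called at 2.50 with library totals alone. *mxaB*, for a response regulator, rose in *evo*-La by 1.71 (standard error 0.19, adjusted p = 6.83e-05 from the same test), and in *evo*-Gd its value was 1.01 (standard error 0.21, adjusted p = 0.00282). *mxaJ* had a log2 fold change of 0.22 in *evo*-Gd, which was −0.11 with DESeq2, −0.10 with RLE factors, and −0.07, −0.13 and −0.0019 without evo-Gd 2, MDH3-La 1 and MDH3-La 2, and -0.42 in *evo*-La, neither past the test (adjusted p = 0.571 and 0.222). Of 13 accessory genes, 2 rose in *evo*-La and 11 did not pass the test; in *evo*-Gd edgeR and DESeq2 called 0, and 7 were higher at an unadjusted p under 0.05 as at an adjusted one. In a count adjusted over the list alone, 1 rose in *evo*-La and 0 in *evo*-Gd, and the study chose this list on these samples, so it is not independent evidence. The mean log2 fold change was 1.01 in *evo*-Gd and 1.08 in *evo*-La (adjusted p = 0.198 and 0.242 from limma's camera). The call of *mxaD* ended without evo-La 1, evo-La 2, evo-La 3, MDH3-La 1, MDH3-La 2 or MDH3-La 3 (edgeR's adjusted p from 0.000137 to 0.000426). That of *mxaB* ended without any 1 of the 8 libraries (edgeR's adjusted p from 0.00021 to 0.00253) and with DESeq2, RLE or upper-quartile scaling, under which its log2 fold change was 1.37, 1.37 and 1.53 (adjusted p = 0.00123 for the last).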

Surprisingly, the calcium-dependent MDH *mxa* accessory genes were also upregulated in *evo*-HLn (Figure 2A). This is distinct from a previous report for wild-type *M. extorquens* AM1 grown with La (Good et al., 2019) that is reliant on XoxF1 for methanol growth, suggesting additional regulation connecting ExaF and MxaFI oxidation systems. Since ExaF MDH activity is required for Ln-dependent methanol growth of MDH-3, one plausible explanation for the expanded range of metals used by *evo*-HLn was increased ExaF MDH activity, and this was supported by increased gene expression for this oxidation system. MDH activity was assayed in cell extracts of MDH-3, Δ*mxaF*, and *evo*-HLn prepared from cultures grown with methanol and either La or Gd. When grown with La, MDH activity in *evo*-HLn extracts was ∼18-fold higher than in MDH-3 extracts and ∼3-fold higher than extracts prepared from Δ*mxaF* (Figure 2B). All Ln species do not function equally well as part of the MDH cofactor complex, and the enzyme active site is finely tuned for light Ln (Jahn et al., 2018; Daumann, 2019). Though these studies were performed with XoxF MDH and the effects of different Ln species on ExaF activity are unknown, a reduction in ExaF MDH function with Gd in the active site was a reasonable expectation. Nonetheless, MDH activity was detectable in extracts of *evo*-HLn grown with Gd, corresponding to a ∼4-fold decrease compared to *evo*-HLn with La. Yet, this still constituted a fourfold increase in activity compared to MDH-3 with La (Figure 2B). It can be concluded then that increased ExaF MDH activity is a primary contributor to Gd-dependent methanol growth by *evo*-HLn. Through growth phenotypic analysis, it was found that wild type also grows on methanol with Gd (Supplementary Figure 2). Promoter fusion assays showed, however, that Gd did not induce *exaF* promoter activity in wild type (Supplementary Figure 3). Therefore, growth of wild type with Gd was reliant on calcium-dependent MxaFI, not ExaF, for MDH activity.

**FIGURE 2:**
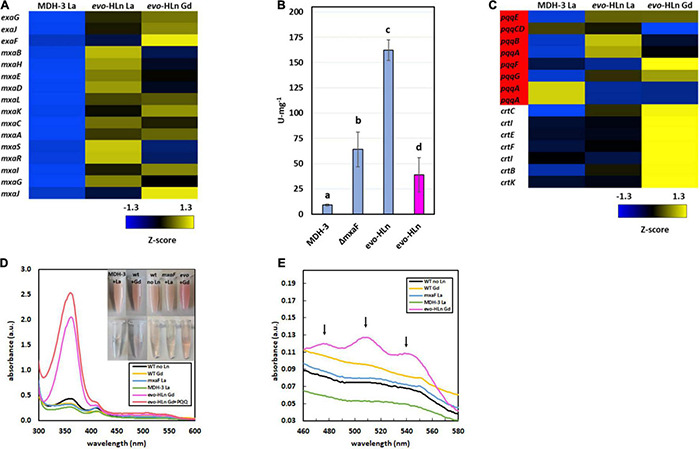
Gene expression patterns in *evo*-HLn provide insight into strategies for proliferation with Gd. **(A,C)** Heat maps show DEGs coded by Z-score of normalized read counts for key metabolic and physiological processes comparing methanol growth of *evo*-HLn with Gd or La to MDH-3 with La. **(A)** Expression of *exaGJF*, encoding ExaF alcohol dehydrogenase and accessory proteins, is increased in *evo*-HLn. In contrast, expression of *mxaF*, encoding the large subunit of the calcium-dependent MxaFI MDH, is switched off in *evo*-HLn, though several accessory genes, including the small subunit *mxaI*, are upregulated. **(B)** Methanol dehydrogenase activity is increased in *evo*-HLn, allowing for fast growth with La and robust growth with Gd. MDH activity was measured from cell extracts of MDH-3, Δ*mxaF*, and *evo*-HLn grown in methanol medium with either La (blue), or Gd (pink), and determined using the DCPIP dye-linked assay according to Anthony and Zatman with previously reported modifications (Anthony and Zatman, 1964; Vu et al., 2016). Bold letters indicate significance groups at *p* < 0.05 by one-way analysis of variance (ANOVA) and Tukey’s Honestly Significant Difference (HSD) test. **(C)** Expression of PQQ (red) is upregulated in *evo*-HLn, though Ln species differences indicate modifications to PQQ levels. Carotenoid biosynthetic genes are highly upregulated in *evo*-HLn in a Gd-specific manner. **(D)** The distinctive bright pink coloration of *evo*-HLn grown with Gd (top inset, cell suspensions; bottom inset, cell extract) is, in part, a result of increased PQQ levels. UV-Visible spectrum of cell extracts of wild type grown without Ln (black), wild type with 2 μM Gd (yellow), *evo*-HLn with 2 μM Gd (pink), and MDH-3 (green) and Δ*mxaF* (blue) with 2 μM La. Absorbance at 361 nm increases in the *evo*-HLn extract with the addition of 130 μM PQQ (red). Cell extracts were prepared in 25 mM Tris, pH 8.0. **(E)** Increased carotenoid levels also contribute to the color phenotype of *evo*-HLn. UV-Visible analysis shows absorbance peaks at 480 nm, 510 nm, and 540 nm (black arrows), which are characteristic of the carotenoid species synthesized by *M. extorquens* AM1 (Van Dien et al., 2003). These peaks are notably absent in all other conditions, including wild type cultured with Gd. For panels **(D,E)**, spectra represent the average of 3 separate replicates with extracts containing 5.3–5.6 mg/ml protein.

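*mxaF* was detected in the libraries labelled MDH3-La alone, against their label, at 48.1, 49.0 and 99.5 CPM. Taken against a floor of 3 counts per library, it was at least 202-fold lower in *evo*-La (n = 3) and at least 180-fold lower in *evo*-Gd (n = 2). The test called the fall in *evo*-La (adjusted p = 9.57e-05 from edgeR's quasi-likelihood test) and not in *evo*-Gd (adjusted p = 0.000275). DESeq2 called the latter too (adjusted p = 5e-14), as did edgeR with RLE factors (8.91e-05), with upper-quartile factors (1.05e-05) or without MDH3-La 2 (8.72e-05). *mxaI* (META1p4535), for the small subunit, was at 6.57 ± 3.56 CPM (SD, n = 3) in the libraries labelled MDH3-La, 15.8 ± 2.47 (n = 3) in *evo*-La and 21.1 ± 5.90 (n = 2) in *evo*-Gd. Its log2 fold change did not pass the test in *evo*-Gd, at 1.68 (standard error 0.43, adjusted p = 0.00941 from the same test), or in *evo*-La, at 1.26 (standard error 0.40, adjusted p = 0.021 from the same test). The level of *xoxF1* was 27201 ± 11637 CPM in the libraries labelled MDH3-La, 29819.9 ± 7559 in *evo*-La and 37999 ± 2514 in *evo*-Gd. The call of *mxaF* in *evo*-La ended without evo-Gd 1, evo-Gd 2, evo-La 1, evo-La 2, evo-La 3 or MDH3-La 3 (edgeR's adjusted p from 0.000125 to 0.000363) and in the test of genes with a mean of at least 50 counts (adjusted p = 0.000111).

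**Figure D1:**
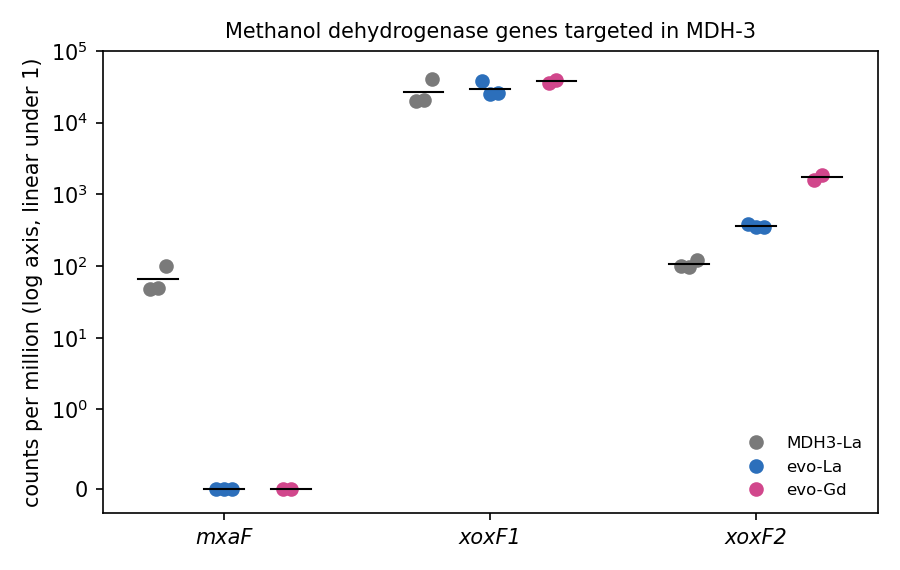
CPM of *mxaF*, *xoxF1* and *xoxF2* on a log axis that is linear under 1, by group as labelled, with 1 point per library and a bar at the mean. *mxaF* lies between 48.1 and 99.5 CPM in the 3 libraries labelled MDH3-La, against their label, and at 0 in the other 5. *xoxF1* and *xoxF2* are present in all 8, against the labels of all 8. A part of a gene left by its deletion would be counted in the same way, so the labels are not shown to be wrong.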

### Increased Pyrroloquinoline Quinone and Carotenoid Biosynthesis

Pyrroloquinoline quinone is essential for MDH activity in *M. extorquens* AM1, serving as part of the cofactor complex with a Ln or calcium ion. PQQ has also been shown to directly bind Ln (Lumpe and Daumann, 2019), suggesting a possible additional role as a lanthanophore. Expression of the PQQ biosynthesis genes was notably increased in *evo*-HLn, with some variation noted between the Gd and La conditions (Figure 2C). 

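Of the 3 genes that the table names *pqqA*, for the peptide from which pyrroloquinoline quinone (PQQ) is made, 2 fell in both *evo*-HLn groups against the libraries labelled MDH3-La, whose *mxaF* counts go against the label. META1p4628 went from 3154 ± 1128 CPM (SD, n = 3) to 98.9 ± 23.0 (n = 3) in *evo*-La and 187 ± 46.6 (n = 2) in *evo*-Gd, log2 fold changes of -5.00 (standard error 0.35, adjusted p = 6.05e-06 from edgeR's quasi-likelihood test) and -4.07 (standard error 0.40, adjusted p = 5.17e-05 from the same test). META1p4629 changed by -4.89 (standard error 0.35, adjusted p = 6.63e-06 from the same test) in *evo*-La and -4.17 (standard error 0.40, adjusted p = 4.73e-05 from the same test) in *evo*-Gd, and whether these 2 genes, with the same annotation, share reads was not tested. META1p1751, the third, was at 217 ± 46.3 CPM in the libraries labelled MDH3-La and did not pass, at 0.46 in *evo*-La and 0.25 in *evo*-Gd (adjusted p = 0.179 and 0.508). The latter was −0.078 with DESeq2 or RLE factors, and −0.22, −0.024 and −0.072 without evo-Gd 2, MDH3-La 1 and MDH3-La 2. *pqqG*, for a putative protease, had a log2 fold change of 1.17 (standard error 0.20, adjusted p = 0.00109) in *evo*-Gd and 0.69 in *evo*-La (adjusted p = 0.0093), and *pqqCD*, for a synthase of the pathway, -1.17 and -0.91 (adjusted p = 0.00471 and 0.00691), none past both thresholds, though DESeq2 called *pqqCD* lower in *evo*-Gd, at −1.50. Of 8 PQQ genes, 2 fell, 0 rose and 6 did not pass the test in each group. At a p under 0.05, adjusted or not, 1 was higher and 3 lower in *evo*-Gd, and 2 higher and 5 lower in *evo*-La, and DESeq2 called 0 higher. The counts were the same when adjusted over the list alone, and the study chose the list on these samples, so they are not independent evidence. The mean log2 fold change was -1.06 in *evo*-Gd and -1.32 in *evo*-La (adjusted p = 0.198 and 0.242 from limma's camera). META1p4628 and META1p4629 pull these means down, and the medians were -0.34 and -0.72. No gene of the list passed between *evo*-Gd and *evo*-La at an adjusted p under 0.05 by edgeR. The *evo*-Gd calls of META1p4628 and META1p4629 ended without any 1 of the 5 *evo* libraries (adjusted p from 0.000138 to 0.0011 for META1p4628 and from 0.000157 to 0.000754 for META1p4629), and the *evo*-La calls without evo-La 3 (adjusted p = 0.000104 and 0.000112).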

Cells of *evo*-HLn grown with Gd had a distinctive, bright pink coloration, and extracts prepared from *evo*-HLn cells retained this increased pigmentation (Figure 2D inset). When analyzed by UV-Visible spectrophotometry, *evo*-HLn extracts displayed a unique peak at 361 nm (Figure 2D). A peak around this wavelength is a signature of PQQ when bound to enzymes like ExaF (Good et al., 2016, 2019). To identify if PQQ contributed to the absorption anomaly, it was spiked into the *evo*-HLn extracts, which generated an observable increase in absorbance at the same wavelength. After normalizing for protein concentrations, the absorbance spectra indicated that PQQ in *evo*-HLn extracts was fourfold higher compared to wild type and sixfold higher compared to MDH-3 extracts. It could be expected that if PQQ does function as a secreted lanthanophore the concentration in the supernatant of *evo*-HLn would be higher. The absorbance at 360 nm in supernatants was ∼twofold higher in *evo*-HLn grown with Gd than MDH-3 with La.

It was also noted that carotenoid biosynthesis genes were uniformly highly upregulated in *evo*-Gd, suggesting that increased carotenoid production could be an underlying cause of the striking pigmentation. 

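META1p2923, named *crtI?* in the table after the phytoene desaturase gene, went from 1.13 ± 0.671 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, to 174 ± 67.3 (n = 2) in *evo*-Gd. Its log2 fold change was 7.27 (standard error 0.59, adjusted p = 2.15e-05 from edgeR's quasi-likelihood test) in *evo*-Gd and 1.86 (standard error 0.53, adjusted p = 0.0126 from the same test) in *evo*-La, the latter not past the threshold. *crtE*, for geranylgeranyl diphosphate synthase, rose by 5.19 (standard error 0.39, adjusted p = 1.48e-05 from the same test) in *evo*-Gd, and was at -0.14 in *evo*-La (adjusted p = 0.775), a value that was 0.17 with library totals alone and 0.04 without MDH3-La 3. *crtB*, for phytoene synthase, rose by 3.42 (standard error 0.37, adjusted p = 9.9e-05 from the same test) in *evo*-Gd, while the desaturase gene *crtI* (META1p3219) had 2.17 (standard error 0.25, adjusted p = 0.000137 from the same test), past the fold threshold alone. DESeq2 called *crtI* there, at 1.80, as did edgeR with library totals alone, at 2.37. Of 6 carotenoid genes, 5 rose in *evo*-Gd and 1 did not pass the test, and in *evo*-La edgeR called 0, while 3 were higher and 1 lower at a p under 0.05, adjusted or not, and DESeq2 called 1 lower. The count of 5 was 1 without evo-Gd 1, 2 without evo-Gd 2, evo-La 3 or MDH3-La 3, 3 without evo-La 1 or evo-La 2, and 4 without MDH3-La 1 or MDH3-La 2. The gene called lower, *crtI*, had -1.53 in *evo*-La (adjusted p = 0.000504), and was called at −2.01 without MDH3-La 2, which also let *crtE* and *crtI* be called between *evo*-Gd and *evo*-La, at 5.30 and 3.68. Adjusted over the list alone, 6 rose in *evo*-Gd and 0 in *evo*-La, which is not independent evidence because the study chose the list on these samples. Between *evo*-Gd and *evo*-La edgeR called 0 of the 6 (5 adjusted over the list alone, 6 at a p under 0.05, adjusted or not, 6 with DESeq2), with 5.40 for META1p2923 and 5.32 for *crtE* (adjusted p = 0.00109 and 0.000248). It called 1 with RLE factors (*crtE*) or without MDH3-La 1, 3 with upper-quartile factors and 4 with only the 2 groups in the fit. limma's camera gave adjusted p = 0.00742 for *evo*-Gd against the libraries labelled MDH3-La and 3.21e-09 for *evo*-Gd against *evo*-La (adjusted p = 0.485 and 0.133 with an estimated correlation). The call of META1p2923 ended without evo-Gd 1, evo-Gd 2 or evo-La 3 (edgeR's adjusted p from 0.000127 to 0.000207), and that of *crtB* without any 1 of the 8 libraries (edgeR's adjusted p from 0.000169 to 0.000677) or with RLE factors, library totals alone or another filter (adjusted p from 0.000101 to 0.000133).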

UV-Visible spectroscopy showed that *evo*-HLn grown with Gd had absorbance peaks at 480 nm, 510 nm, and 540 nm (Figure 2E) corresponding with the characteristic absorbance peaks of the carotenoid produced by *M. extorquens* AM1 (Van Dien et al., 2003). These peaks were absent in all other conditions tested, including wild type grown with Gd, showing that increased carotenoid production was dependent on *evo*-HLn and Gd.

### Multi-Pronged Transcriptional Response for Heavy Ln Uptake

Ln are transported to the periplasm via an outer membrane TonB-dependent receptor (LutH) and into the cytoplasm by a Ln-dedicated ABC transporter (LutA, LutE, and LutF). Both systems are encoded in the Ln utilization and transport (*lut*) gene cluster. The *lut* genes were upregulated in *evo*-HLn growing with Gd or La with the exceptions of *lutA*, encoding a periplasmic binding protein component of the ABC transporter, which was downregulated with La, and *lanM*, encoding a Ln/actinide-binding peptide, which was highly downregulated with either La or Gd (Figure 3A). 

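*lanM* (META1p1786), which encodes the lanthanide-binding protein lanmodulin, fell in both groups against the libraries labelled MDH3-La, where *mxaF* goes against the label. It went from 4402 ± 1148 CPM (SD, n = 3) to 716 ± 144 (n = 3) in *evo*-La and 497 ± 73.9 (n = 2) in *evo*-Gd, log2 fold changes of -2.62 (standard error 0.25, adjusted p = 3.11e-05 from edgeR's quasi-likelihood test) and -3.15 (standard error 0.30, adjusted p = 4.73e-05 from the same test). META1p1778 to META1p1785 are taken here as *lutA* to *lutH*, since the table names none of them. META1p1780, an exported protein, had log2 fold changes of 2.89 (standard error 0.44, adjusted p = 0.000606 from the same test) in *evo*-Gd and 2.03 (standard error 0.41, adjusted p = 0.00225 from the same test) in *evo*-La, past the fold threshold alone. It was called by DESeq2 (2.60 and 1.75), without MDH3-La 2 (3.19 and 2.35) and, in *evo*-Gd, with upper-quartile factors (2.75). META1p1778 (*lutA*), for the periplasmic binding protein of the ABC transporter, was at 113 ± 77.4, 31.8 ± 6.46 and 87.6 ± 11.4 CPM in the libraries labelled MDH3-La, *evo*-La and *evo*-Gd, at log2 fold changes of -1.83 (standard error 0.46, adjusted p = 0.00707 from the same test) in *evo*-La and -0.37 (standard error 0.50, adjusted p = 0.543; 0.0090 without MDH3-La 2) in *evo*-Gd. Of 8 *lut* genes, edgeR called 0 in either group, also when adjusted over the list alone, a list the study chose on these samples. At an unadjusted p under 0.05, 7 were higher in *evo*-Gd and 5 higher and 1 lower in *evo*-La. At an adjusted p under 0.05, 7 were higher in *evo*-Gd and 4 higher and 1 lower in *evo*-La, while DESeq2 called 2 higher in *evo*-Gd and 2 higher and 1 lower (*lutA*) in *evo*-La, and edgeR without MDH3-La 2 called 4 and 2 higher. Over the list, the mean was 1.84 in *evo*-Gd and 1.15 in *evo*-La (adjusted p = 0.131 and 0.433 from limma's camera). The calls of *lanM* ended without any 1 of the 5 *evo* libraries (edgeR's adjusted p from 0.000116 to 0.00108 in *evo*-Gd and from 0.000117 to 0.000389 in *evo*-La).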

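META1p1785, the TonB-dependent receptor gene taken here as *lutH*, was at 1523 ± 217 CPM (SD, n = 3) in *evo*-La and 1382 ± 201 (n = 2) in *evo*-Gd. This is a log2 fold change of -0.14 (standard error 0.85, adjusted p = 0.953 from edgeR's quasi-likelihood test), smaller than its error and 0.00065 without evo-Gd 2. That error also carries the spread of the libraries labelled MDH3-La (113 ± 139 CPM), so it is not the error of the *evo* libraries alone. For META1p1778 (*lutA*) and META1p1780 (*lutC*) the log2 fold change of *evo*-Gd over *evo*-La was 1.46 (standard error 0.49, adjusted p = 0.103) and 0.85 (standard error 0.43, adjusted p = 0.264). The mean over the 8 *lut* genes was 0.70 (adjusted p = 0.161 from limma's camera), with single genes between −0.14 and 1.46. With edgeR 0 of the 8 passed between *evo*-Gd and *evo*-La, at the paper's thresholds or at an adjusted p under 0.05, 1 was higher at an unadjusted p under 0.05, and DESeq2 called 0 as well. For *lanM* the difference was -0.53 (standard error 0.27, adjusted p = 0.268). Against the libraries labelled MDH3-La, where *mxaF* goes against the label, META1p1785 had log2 fold changes of 3.61 (standard error 0.88, adjusted p = 0.0071 from the same test) in *evo*-Gd and 3.75 (standard error 0.85, adjusted p = 0.00423 from the same test) in *evo*-La, past the fold threshold alone, with 113 ± 139 CPM (n = 3) in those libraries. DESeq2 called META1p1785 in both groups, at 3.39 and 3.53, and so did edgeR without MDH3-La 2, at 5.02 and 5.18.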

Intriguingly, *lutH* was downregulated ∼2-fold in *evo*-Gd compared to *evo*-La, while *lutABCDEF* were all upregulated. This suggests that there are transcriptional modifications to reorganize the Ln transport machinery in *evo*-HLn with a stronger response for heavy Ln. Additionally, the gene cluster encoding a putative lanthanide chelator, known as the “lanthanide chelation cluster” (LCC), was upregulated in *evo*-HLn (Zytnick et al., 2022), with the exception of genes 7 and 8 (Figure 3A). 

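META1p4129 to META1p4138 are taken here as the 10 genes of the lanthanide chelation cluster, which the table does not name. META1p4136 and META1p4134, both annotated as conserved hypothetical proteins, rose in *evo*-Gd against the libraries labelled MDH3-La, where *mxaF* goes against the label, by 4.00 (standard error 0.40, adjusted p = 6.35e-05 from edgeR's quasi-likelihood test) and 3.10 (standard error 0.25, adjusted p = 1.96e-05 from the same test). In *evo*-La their log2 fold changes were 2.87 (standard error 0.39, adjusted p = 0.000236) and 1.93 (standard error 0.23, adjusted p = 0.000113), past the fold threshold alone, though DESeq2 called both, at 2.56 and 1.59, and edgeR with library totals alone META1p4134, at 2.22. META1p4138, an exported protein, fell in *evo*-La by 3.96 on the log2 scale (standard error 0.25, adjusted p = 4.08e-06), from 145 ± 32.0 CPM (SD, n = 3) to 9.32 ± 1.39 (n = 3), and was at 49.1 ± 5.58 (n = 2) in *evo*-Gd, where the test was not passed (-1.56, adjusted p = 0.00106). META1p4132, a siderophore synthetase component, had log2 fold changes of 2.17 (standard error 0.39, adjusted p = 0.00152) in *evo*-Gd and 0.62 (adjusted p = 0.153) in *evo*-La. DESeq2 called META1p4132 and META1p4138 in *evo*-Gd, at 1.83 and −1.92. Of the 10 genes, 2 rose and 8 did not pass in *evo*-Gd, and 1 fell and 9 did not pass in *evo*-La, where edgeR called 0 higher (4 at a p under 0.05, adjusted or not, and 2 with DESeq2). The counts were the same when adjusted over the list alone, and the study chose the list on these samples, so it is not independent evidence. The mean log2 fold change was 1.42 in *evo*-Gd and 0.56 in *evo*-La (adjusted p = 0.168 and 0.529 from limma's camera). The call of META1p4136 ended without evo-Gd 1, evo-Gd 2, evo-La 2, evo-La 3, MDH3-La 1, MDH3-La 2 or MDH3-La 3 (edgeR's adjusted p from 0.000137 to 0.000642), and that of META1p4134 without evo-Gd 2, evo-La 2, evo-La 3, MDH3-La 1 or MDH3-La 2 (edgeR's adjusted p from 0.000104 to 0.000172).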

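Between *evo*-Gd and *evo*-La, META1p4138 of the lanthanide chelation cluster had the largest log2 fold change, 2.39 (standard error 0.25, adjusted p = 0.00173 from edgeR's quasi-likelihood test), past the fold threshold alone. META1p4132, the siderophore synthetase component, was at 1.55 (standard error 0.38, adjusted p = 0.0427) and META1p4134 at 1.17 (standard error 0.23, adjusted p = 0.0204). META1p4136 had 1.13 (adjusted p = 0.0713). None of the 10 genes passed the paper's thresholds in edgeR, whereas 3 were higher with Gd at an adjusted p under 0.05 and DESeq2 called 1, META1p4138. Adjusted over the list alone, 0 passed at the paper's thresholds and 6 at an adjusted p under 0.05, in a list the study chose on these samples. The mean over the 10 genes was 0.86, and limma's camera gave adjusted p = 0.00727 (adjusted p = 0.465 with an estimated correlation).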

As seen with the *lut* genes, expression levels of this lanthanophore-encoding cluster were highest in *evo*-Gd. Purification and characterization of the lanthanophore are currently underway. Upregulation of both a lanthanophore biosynthetic pathway and Ln transport machinery suggests that *evo*-HLn could be accumulating relatively higher levels of intracellular Ln.

**FIGURE 3:**
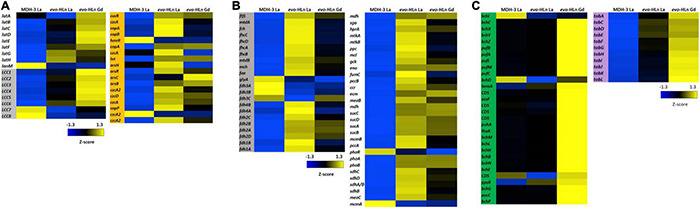
Upregulated gene clusters in *evo*-HLn for Ln acquisition, transport, and methylotrophy functions as well as bacteriochlorophyll and toblerol biosynthesis. **(A)** The presence of Ln increases expression of lanthanophore biosynthetic genes for acquisition (left, gray) and transport and utilization genes in *evo*-HLn (left, white), with Gd generating a stronger response. Ln also generate upregulation of heavy metal stress genes in *evo*-HLn (orange), though Gd induces a lesser response than La. **(B)** Methylotrophy genes for the conversion of formaldehyde, the oxidation product of methanol, to CO_2_ or the intermediate for assimilation (gray) and genes for assimilation into biomass (white) are upregulated. **(C)** Additional highly upregulated gene clusters in *evo*-HLn include bacteriochlorophyll biosynthetic genes (green), though their function is unknown, and genes for the biosynthesis of toblerol (purple).

In addition to upregulation of Ln acquisition machinery, *evo*-HLn exhibited a consorted transcriptional response to heavy metal stress. Heavy metal resistance genes were upregulated in *evo*-HLn, with a stronger response in the La condition than Gd (Figure 3A). Among these, *czc* genes, encoding a multi-metal cation-proton efflux pump, were among the most downregulated in *evo*-HLn with Gd compared to La, indicating that this resistance system may be dialed down, in turn allowing for Gd hyperaccumulation. These observations suggest that a modulated metal resistance response may contribute to cellular differentiation of light and heavy Ln.

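Copper resistance genes were among those that rose in *evo*-La against the libraries labelled MDH3-La, where *mxaF* goes against the label. *copB* went from 146 ± 41.5 CPM (SD, n = 3) to 1576 ± 229 (n = 3), a log2 fold change of 3.44 (standard error 0.26, adjusted p = 8.47e-06 from edgeR's quasi-likelihood test), and *copA* (META1p1855) from 293 ± 110.3 to 2985 ± 423, a log2 fold change of 3.35 (standard error 0.29, adjusted p = 2.08e-05 from the same test). In *evo*-Gd, *copB* was at 566 ± 34.4 CPM (n = 2) and *copA* at 890.4 ± 72.4, with log2 fold changes of 1.96 and 1.60 that did not pass (adjusted p = 0.000268 and 0.00176), though *copB* was called by DESeq2, at 1.64, and with library totals alone, at 2.14. *czcD* (META2p0176), of the cobalt, zinc and cadmium resistance family, rose in both groups, by 2.76 (standard error 0.25, adjusted p = 3.47e-05 from the same test) in *evo*-Gd and 2.86 (standard error 0.24, adjusted p = 1.49e-05 from the same test) in *evo*-La. *arsB* (META1p4351), for an arsenite/antimonite transporter, had 2.07 (standard error 0.20, adjusted p = 4.42e-05 from the same test) in *evo*-Gd and 1.67 (standard error 0.18, adjusted p = 6.67e-05 from the same test) in *evo*-La. Of 28 heavy metal resistance genes, 2 rose and 26 did not pass in *evo*-Gd, and 5 rose (*cusR*, *copA*, *copB*, *arsB* and *czcD*), 1 fell (*arsR2*, META2p0143) and 22 did not pass in *evo*-La. Adjusted over the list alone, 2 rose in *evo*-Gd and 3 in *evo*-La, in a list the study chose on these samples, which is not independent evidence and also takes in *lnt*, for an apolipoprotein N-acyltransferase. At an adjusted p under 0.05 the list went both ways, 8 higher and 7 lower in *evo*-Gd and 9 higher and 6 lower in *evo*-La. In *evo*-Gd 0 or 1 rose when any 1 library was left out, and in *evo*-La 1 without evo-La 1, 2 or 3, 2 without MDH3-La 2 or MDH3-La 3 and 3 without the others, with 3 lower without MDH3-La 2 and 0 or 1 otherwise. limma's camera gave adjusted p = 0.761 and 0.872. The calls of META1p4351 ended without any 1 of the 8 libraries (edgeR's adjusted p from 0.000169 to 0.000468 in *evo*-Gd and from 0.000212 to 0.000875 in *evo*-La) and with RLE or upper-quartile scaling (adjusted p from 0.000199 to 0.000927), and in *evo*-La also with DESeq2 (log2 fold change 1.33), and that of *copA* without evo-La 1, evo-La 2, evo-La 3 or MDH3-La 3 (edgeR's adjusted p from 0.000127 to 0.000191). Those of *czcD* ended, in *evo*-Gd, without evo-Gd 1, evo-Gd 2, evo-La 1, evo-La 2, evo-La 3 or MDH3-La 2 (edgeR's adjusted p from 0.000163 to 0.000425) or with RLE or upper-quartile scaling (adjusted p = 0.000123 and 0.000145), and in *evo*-La without evo-La 1, evo-La 2, evo-La 3 or MDH3-La 2 (edgeR's adjusted p from 0.000104 to 0.000158).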

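The *czcA* gene META1p1027, for the pump of a multi-metal efflux system, was at 424 ± 63.0 CPM (SD, n = 3) in *evo*-La and 284 ± 113 (n = 2) in *evo*-Gd. Its log2 fold change with Gd over La was -0.58 (standard error 0.64, adjusted p = 0.65 from edgeR's quasi-likelihood test), smaller than its error. That error also carries the spread of the libraries labelled MDH3-La. Against those libraries, where *mxaF* goes against the label, the value was 0.31 in *evo*-Gd and 0.89 in *evo*-La (adjusted p = 0.684 and 0.19 from the same test). A second one, *czcA2* (META2p1026), had 0.16 between *evo*-Gd and *evo*-La (adjusted p = 0.826) and -2.11 and -2.27 against the libraries labelled MDH3-La (adjusted p = 0.000648 and 0.000148). It was called lower against those libraries by DESeq2 (−2.47 and −2.62) and without MDH3-La 2 (−2.59 and −2.73), and in *evo*-La also with RLE or upper-quartile factors (−2.62 and −2.45) or without MDH3-La 3 (−1.88). *czcD* had -0.10 between *evo*-Gd and *evo*-La (adjusted p = 0.865). The lowest values with Gd over La among the genes named were in *copA*, at -1.75 (standard error 0.32, adjusted p = 0.0147 from the same test), and *copB*, at -1.48 (standard error 0.27, adjusted p = 0.0151 from the same test), neither past both thresholds. Of the 28 genes, edgeR called 0 between *evo*-Gd and *evo*-La, also adjusted over the list alone, 2 were lower at a p under 0.05, adjusted or not, and DESeq2 called 1 lower, *copA*. The mean of the list was -0.139 (adjusted p = 0.574 from limma's camera). The sign for META1p1027 in *evo*-Gd against the libraries labelled MDH3-La turned without evo-Gd 1 (−0.17) or MDH3-La 1 (−0.29), with values up to 0.67 when other libraries were left out.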

### Upregulation of Methylotrophy and Biosynthetic Pathways

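*fae*, whose product joins formaldehyde to its carrier tetrahydromethanopterin, went from 608 ± 158 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, to 32891 ± 4698 (n = 3) in *evo*-La and 20130.2 ± 2361 (n = 2) in *evo*-Gd. *mtdA*, for methylene-tetrahydromethanopterin dehydrogenase, rose in *evo*-La by 4.59 (standard error 0.50, adjusted p = 6.79e-05 from edgeR's quasi-likelihood test), and in *evo*-Gd had a log2 fold change of 3.65 (standard error 0.50, adjusted p = 0.000329 from the same test), past the fold threshold alone. It was called there by DESeq2 (3.38), with upper-quartile factors (3.53) and without MDH3-La 2 (4.08). *fdh1B*, of a formate dehydrogenase, rose in *evo*-La by 2.04 (standard error 0.13, adjusted p = 3.42e-06 from the same test) and had 0.99 in *evo*-Gd. Of 24 genes for the oxidation of formaldehyde and formate, 3 rose, 0 fell and 21 did not pass in *evo*-Gd, and 7 rose, 1 fell and 16 did not pass in *evo*-La. At an adjusted p under 0.05, 16 were higher and 4 lower in each group, and DESeq2 called 8 higher and 2 lower in *evo*-Gd and 12 higher and 3 lower in *evo*-La. With 1 library left out edgeR called 1 to 11 higher in *evo*-Gd and 4 to 13 in *evo*-La, the most without MDH3-La 2. The counts at the paper's thresholds were the same when adjusted over the list alone, and the study chose the list on these samples, so it is not independent evidence. The mean log2 fold change was 1.48 in *evo*-Gd and 1.89 in *evo*-La. limma's camera gave adjusted p = 0.0736 in *evo*-Gd and 0.0409 in *evo*-La (adjusted p = 0.655 with an estimated correlation in *evo*-La). The list was built from gene symbols of the pathway and may differ from the genes of Figure 3B, and the call of *mtdA* ended without evo-Gd 1, evo-Gd 2, evo-La 1, evo-La 2, evo-La 3 or MDH3-La 3 (edgeR's adjusted p from 0.000253 to 0.000434).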

Primary oxidation genes, for the conversion of formaldehyde (the product of methanol oxidation by ExaF) for carbon assimilation, were on average upregulated 2.6-fold with Gd and 3.4-fold with La based on log2-transformed expression levels (Figure 3B). Only *glyA*, encoding serine hydroxymethyltransferase, and the genes encoding the periplasmic formate dehydrogenase *fdh3AB* were downregulated. 

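*fdh3A*, for a subunit of the periplasmic formate dehydrogenase, fell in *evo*-La against the libraries labelled MDH3-La, where *mxaF* goes against the label, with a log2 fold change of -2.45 (standard error 0.25, adjusted p = 4.7e-05 from edgeR's quasi-likelihood test). In *evo*-Gd it had -1.94 (standard error 0.28), which missed the threshold of the adjusted p (adjusted p = 0.000475 from the same test). *fdh3B* had log2 fold changes of -1.41 (standard error 0.27, adjusted p = 0.00205) in *evo*-Gd and -1.98 (standard error 0.24, adjusted p = 0.000124) in *evo*-La, and *glyA*, for serine hydroxymethyltransferase, -0.89 (standard error 0.24, adjusted p = 0.0111) and -1.03 (standard error 0.21, adjusted p = 0.00249), none past both thresholds. *fdh4A*, of another formate dehydrogenase, rose in *evo*-La by 2.72 (standard error 0.25, adjusted p = 2.78e-05 from the same test) and was at 0.91 in *evo*-Gd (adjusted p = 0.0181). DESeq2 called *fdh3A* and *fdh3B* lower in both groups, and edgeR called *fdh3A* in *evo*-Gd without MDH3-La 2 (−2.40). It called *fdh3B* in *evo*-La with RLE or upper-quartile factors (−2.33 and −2.17) and without MDH3-La 2 or MDH3-La 3 (−2.43 and −1.67). The call of *fdh3A* ended without evo-Gd 1, evo-Gd 2, evo-La 1, evo-La 2, evo-La 3 or MDH3-La 1 (edgeR's adjusted p from 0.00013 to 0.000554), and that of *fdh4A* without evo-La 2, evo-La 3, MDH3-La 1, MDH3-La 2 or MDH3-La 3 (edgeR's adjusted p from 0.000127 to 0.000244).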

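*ccr*, for crotonyl-CoA carboxylase/reductase of the ethylmalonyl-CoA pathway, went from 186 ± 51.8 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, to 4752 ± 613 (n = 3) in *evo*-La and 4204 ± 781 (n = 2) in *evo*-Gd. Its log2 fold changes were 4.67 (standard error 0.27, adjusted p = 2.32e-06 from edgeR's quasi-likelihood test) and 4.49 (standard error 0.27, adjusted p = 5.5e-06 from the same test). *meaC*, for mesaconyl-CoA hydratase of the same pathway, rose by 5.16 (standard error 0.25, adjusted p = 1.33e-06 from the same test) in *evo*-La and 4.78 (standard error 0.26, adjusted p = 3.58e-06 from the same test) in *evo*-Gd. Of 30 genes of the serine cycle, the ethylmalonyl-CoA pathway and linked carbon metabolism, 11 rose, 2 fell and 17 did not pass in *evo*-Gd, and 14 rose, 2 fell and 14 did not pass in *evo*-La. When adjusted over the list alone, 14 rose and 3 fell in *evo*-Gd and 15 rose and 2 fell in *evo*-La, which is not independent evidence because the study chose the list on these samples. On average the list stood at a log2 fold change of 1.91 in *evo*-Gd and 2.09 in *evo*-La. limma's camera gave adjusted p = 0.000655 and 0.000679 (adjusted p = 0.485 and 0.607 with an estimated correlation). With 1 library left out edgeR called 4 to 15 higher in *evo*-Gd and 8 to 18 in *evo*-La, the most without MDH3-La 2. The genes were taken by symbol and locus and may differ from those of Figure 3B.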

Genes encoding the assimilatory serine cycle and ethylmalonyl-CoA pathways were also upregulated an average of 3.1-fold for Gd and 3.5-fold for La (Figure 3B). 

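META1p4592, annotated as serine-glyoxylate aminotransferase, an enzyme of the serine cycle, fell in both groups, from 680.4 ± 151 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, to 27.3 ± 0.306 (n = 3) in *evo*-La and 33.4 ± 0.658 (n = 2) in *evo*-Gd. Its log2 fold changes were -4.64 (standard error 0.20, adjusted p = 1.02e-06 from edgeR's quasi-likelihood test) and -4.35 (standard error 0.24, adjusted p = 3.71e-06 from the same test). The annotation alone does not show that META1p4592 is among the genes of Figure 3B. *mcmA*, for methylmalonyl-CoA mutase, also fell, with -1.98 (standard error 0.14, adjusted p = 6.48e-06 from the same test) in *evo*-La and -1.58 (standard error 0.16, adjusted p = 6.38e-05 from the same test) in *evo*-Gd. *phaR*, for the regulator of polyhydroxybutyrate synthesis, had -1.52 (standard error 0.17, adjusted p = 0.000117) in *evo*-Gd, which missed the threshold of the adjusted p, and -1.29 (standard error 0.15, adjusted p = 9.17e-05) in *evo*-La, which missed that of the fold. DESeq2 called *phaR* in both groups (−1.87 and −1.64), and edgeR in *evo*-Gd among genes with a mean of at least 50 counts (−1.57) and in *evo*-La with RLE factors (−1.64). Of the 30 assimilation genes, 25 were higher and 3 lower at an adjusted p under 0.05 in *evo*-Gd, and 26 higher and 3 lower in *evo*-La. The *evo*-Gd call of META1p4592 ended without evo-Gd 1 or evo-Gd 2 (edgeR's adjusted p from 0.000109 to 0.000117), and that of *mcmA* without any library but MDH3-La 2 (adjusted p from 9.59e-05, without MDH3-La 3, where the fold missed its threshold, to 0.00114), or with upper-quartile factors (adjusted p = 0.000265) or library totals alone (log2 fold change −1.40); the *evo*-La call of *mcmA* ended without evo-La 3 (edgeR's adjusted p = 0.000121).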

Only *phaR*, a gene encoding a polyhydroxybutyrate regulatory protein, and *mcmA*, encoding an assimilatory mutase, were downregulated. 

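Between *evo*-Gd and *evo*-La, *fdh4A* and *fdh1B*, of formate dehydrogenases, had log2 fold changes of -1.81 (standard error 0.28, adjusted p = 0.00767 from edgeR's quasi-likelihood test) and -1.05 (standard error 0.14, adjusted p = 0.0046 from the same test), lower with Gd at an adjusted p under 0.05 but not past the paper's thresholds. *fae* had -0.71 (standard error 0.25, adjusted p = 0.127) and *mtdA* -0.93 (standard error 0.49, adjusted p = 0.29), and in the ethylmalonyl-CoA pathway *ccr* had -0.18 (standard error 0.26, adjusted p = 0.75) and *meaC* -0.38 (standard error 0.24, adjusted p = 0.375). The mean was -0.403 over the 24 oxidation genes (adjusted p = 0.115 from limma's camera) and -0.18 over the 30 assimilation genes (adjusted p = 0.257). With edgeR 0 genes of either list were called at the paper's thresholds, also adjusted over the list alone, and DESeq2 called 0. At an unadjusted p under 0.05, 4 oxidation genes were lower and 1 higher, and 3 assimilation genes lower and 1 higher, and at an adjusted p under 0.05 only the 2 formate dehydrogenase genes. The value of *ccr* was 0.0013 without evo-Gd 1.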

Expression of methylotrophy genes was increased in *evo*-La compared to *evo*-Gd, corresponding with faster growth (Figure 1B and Table 1).

Two groups of biosynthetic genes were among the most upregulated genes in *evo*-HLn. Genes for the biosynthesis of bacteriochlorophyll (Bchl), found in two separate clusters, were upregulated on average 5.7-fold for *evo*-Gd (Figure 3C). 

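*bchC*, for an enzyme of bacteriochlorophyll synthesis, went from 1.93 ± 0.742 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, to 305 ± 95.5 (n = 2) in *evo*-Gd, a log2 fold change of 7.29 (standard error 0.37, adjusted p = 3.29e-06 from edgeR's quasi-likelihood test). *bchL* and *bchX*, for subunits of the protochlorophyllide and chlorophyllide reductases, rose by 7.27 (standard error 0.31, adjusted p = 1.81e-06) and 7.04 (standard error 0.33, adjusted p = 2.39e-06). *pufB* and *pufA*, for the light-harvesting complex, rose by 6.93 (adjusted p = 2.37e-06) and 5.97 (adjusted p = 4.56e-06). Of 24 genes of the list, 21 rose, 0 fell and 3 (*bchI*, *bchD* and *bchN*) did not pass in *evo*-Gd. The count adjusted over the list alone was 22 higher and 1 lower, which is not independent evidence because the study chose the list on these samples. The mean log2 fold change was 4.99, and limma's camera gave adjusted p = 3.73e-07 (adjusted p = 0.485 with an estimated correlation).

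**Figure D2:**
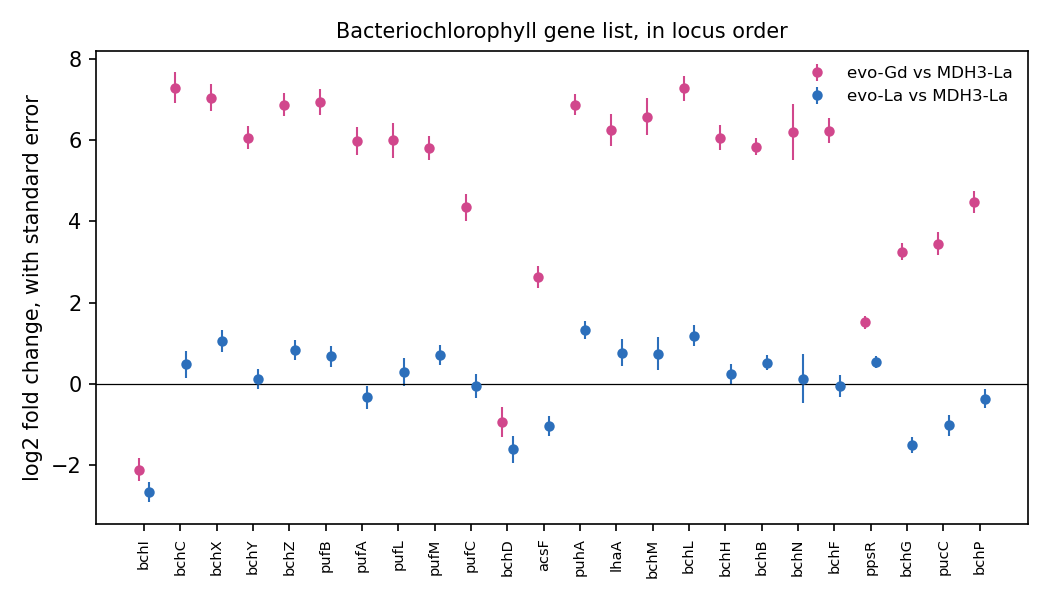
Log2 fold change with its standard error for the 24 genes of the bacteriochlorophyll list in locus order, for *evo*-Gd (pink) and *evo*-La (blue) against the libraries labelled MDH3-La. In *evo*-Gd *bchC* stands at 7.29 and *bchI* at -2.10, and in *evo*-La the same genes stand at 0.49 and -2.66.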

Mg^2+^ chelatase genes *bchI* and *bchD* were the only two genes in this group that were not upregulated and interestingly are involved in the insertion of Mg^2+^ into bacteriochlorophyll. 

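*bchI* was at 256 ± 67.5 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, 40.4 ± 6.77 (n = 3) in *evo*-La and 59.5 ± 3.01 (n = 2) in *evo*-Gd. It fell in *evo*-La, with a log2 fold change of -2.66 (standard error 0.25, adjusted p = 2.73e-05 from edgeR's quasi-likelihood test), and had -2.10 (standard error 0.28, adjusted p = 0.00029 from the same test) in *evo*-Gd, past the fold threshold alone, where DESeq2 called it, at −2.47. *bchD* had -0.94 (standard error 0.37, adjusted p = 0.056) in *evo*-Gd and -1.60 (standard error 0.33, adjusted p = 0.00279) in *evo*-La, the latter called by DESeq2, at −1.96. *bchN*, for another subunit of the protochlorophyllide reductase, missed the threshold of the adjusted p in *evo*-Gd at a log2 fold change of 6.20 (standard error 0.69, adjusted p = 0.000112). It was called there by DESeq2 (5.82), with RLE or upper-quartile factors (5.81 and 5.91) and without evo-La 1 (adjusted p = 6.38e-05). The call of *bchI* in *evo*-La ended without evo-Gd 1, evo-Gd 2, evo-La 1, evo-La 2 or evo-La 3 (edgeR's adjusted p from 0.000122 to 0.000354) or with library totals alone (adjusted p = 0.000142).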

The genome of *M. extorquens* AM1 does not appear to encode for a complete Bchl biosynthetic pathway as no bacteriochlorophyll synthase (*bchJ*) has been identified yet (Vuilleumier et al., 2009). The function of these genes, then, is currently unknown, though it is notable that they are only upregulated in *evo*-Gd. It can be speculated that the gene products may be involved in either energy production, based on the putative gene products, or remediation of oxidative stress due to the accumulation of the heavy Ln Gd. 

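In *evo*-La, *bchC*, *bchF* and *pufA* had log2 fold changes of 0.49 (standard error 0.33, adjusted p = 0.214), -0.05 (standard error 0.28, adjusted p = 0.932) and -0.33 (standard error 0.29, adjusted p = 0.328) from edgeR's quasi-likelihood test against the libraries labelled MDH3-La, where *mxaF* goes against the label. The value of *bchC* was −0.0064 without MDH3-La 2, that of *bchF* 0.25 with library totals alone and 0.05 and 0.02 without evo-La 1 and MDH3-La 3, and *bchL* and *bchX* had 1.19 and 1.06 (adjusted p = 0.00356 and 0.00832). Of the 24 bacteriochlorophyll genes edgeR called 0 higher and 1 lower in *evo*-La, 0 adjusted over the list alone in either direction, 8 higher and 5 lower at a p under 0.05, adjusted or not, and DESeq2 called 0 higher and 3 lower. The mean there was 0.04 (adjusted p = 0.923 from limma's camera). The difference between *evo*-Gd and *evo*-La was tested directly: 14 of the 24 genes were higher with Gd, 21 when adjusted over the list alone and 21 with DESeq2, at a mean of 4.95 (adjusted p = 4.03e-36 from camera, adjusted p = 0.108 with an estimated correlation). The study chose this list on these samples, so neither the counts nor the p from camera are independent evidence. The count of 14 was 0 without MDH3-La 3 or any 1 of the 5 *evo* libraries, and 20 without MDH3-La 2. *bchC*, *bchF* and *bchL* differed by 6.80 (standard error 0.36, adjusted p = 4.58e-05), 6.28 (standard error 0.30, adjusted p = 3.95e-05) and 6.08 (standard error 0.28, adjusted p = 3.95e-05). Their calls ended without evo-Gd 1, evo-Gd 2, evo-La 1, evo-La 2, evo-La 3 or MDH3-La 3 (edgeR's adjusted p from 0.000152 to 0.00126) in the case of *bchC*, and without the same libraries for *bchF* and *bchL*.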

Higher carotenoid content in *evo*-HLn may be a stress response to genuine or perceived oxidative stress, and may be linked to the upregulation of bacteriochlorophyll biosynthetic genes like in plants (Ramel et al., 2012). Interestingly, *bch* genes and carotenoid genes were also upregulated with neodymium (Zytnick et al., 2022), but not with La (Good et al., 2019), indicating that heavier Ln have a greater influence on expression of these gene clusters.

The second most upregulated biosynthetic pathway is to produce the *Methylobacteria* antibiosis mediator toblerol (Ueoka et al., 2018). Biosynthetic genes *tobACDEFGHIJKL* were upregulated ∼8.3-fold for *evo*-Gd (Figure 3C), and were also upregulated to a lesser extent in *evo*-La compared to MDH3-La. It is possible that the hybrid histidine kinase/response regulator encoded by META1_1800 regulates, directly or indirectly, the *tob* biosynthetic cluster, as a stress response.

### Enhanced Ln Accumulation in *evo*-HLn

Increased ExaF MDH activity with upregulation of *lut* and LCC genes was suggestive of possible increased Ln accumulation in *evo*-HLn. Using ICP-MS, we quantified the Ln metal content of cells grown with methanol and a single Ln species. Gd was detected in wild type (Figure 4A), which was somewhat surprising. This shows that even heavy Ln are sensed, acquired, and stored by wild type even if they are not used catalytically or affect regulation of methanol oxidation systems. Uptake and storage by *evo*-HLn, on the other hand, was a striking ∼5 mg Gd/g cell dry weight constituting a 36-fold increase compared to wild type. The opposite trend, though much less pronounced, was observed when measuring accumulation of La with *evo*-HLn accumulating ∼3-fold less than the wild type. Comparing uptake and storage of each Ln within the same strain, we observed that *evo*-HLn accumulated ∼82-fold more Gd than La. The wild type, on the other hand, accumulated 0.4-fold more La than Gd. These data suggest that wild type prefers uptake and storage of light Ln, such as La, over heavy Ln. In contrast, increased Gd accumulation seen for *evo*-HLn indicates that it may have evolved a preference for heavy Ln. To test this possibility, we next compared Ln accumulation when the strains were provided equal concentrations of both La and Gd in the growth medium. Wild type accumulated equal amounts of La and Gd (Figure 4B). Total Ln content was ∼1.7-fold the amount of La and ∼2-fold the amount of Gd that was stored when only the single Ln species was provided (Figures 4A,B). Accumulation of each Ln species by *evo*-HLn was also similar when both were provided, but the overall levels were ∼3-fold less than what was observed for the wild type (Figure 4B). Total Ln content was ∼1.5-fold that of La alone for *evo*-HLn, but ∼63-fold less than the amount of Gd alone (Figures 4A,B). These data show that light Ln affects the capacity for *evo*-HLn to acquire and store heavy Ln and are suggestive of a second transport system for the latter.

**FIGURE 4:**
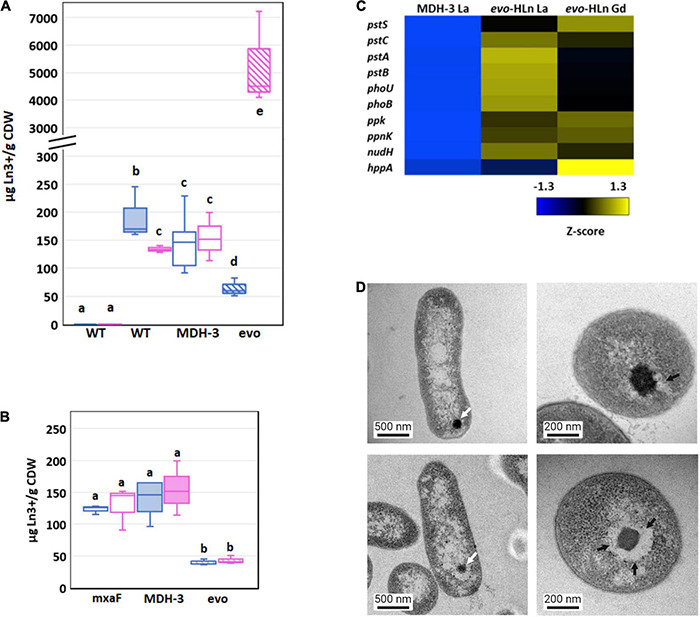
Genetic adaptation of *evo*-HLn generates a trade-off between light and heavy Ln accumulation **(A)** Comparison of light (La) and heavy (Gd) intracellular Ln content in wild type (shaded) and MDH-3 (open) strains shows only moderate differences, whereas *evo*-HLn (hatched) bioaccumulation exhibits a reduction in La and a striking increase in Gd. Cultures were grown on methanol minimal medium with 2 μM GdCl_3_, 2 μM LaCl_3_, or no lanthanides (Ln) as indicated. Gd (pink) and La (blue) contents are normalized to cell dry weight (CDW) for each growth condition. Box plots show interquartile range (boxes), median (line), and standard deviation (bars) for three biological replicates, each quantified three times by ICP-MS. **(B)** Availability of La impairs Gd uptake in *evo*-HLn, indicating additional machinery for heavy Ln acquisition and uptake. Intracellular Ln concentrations in the Δ*mxaF* mutant (open boxes), MDH-3 (shaded), and *evo*-HLn (hatched boxes) when cells were grown with both 2 μM GdCl_3_ and 2 μM LaCl_3_. Data were processed the same as in **(A)**. For panels **(A,B)**: wt, wild type; evo, *evo*-HLn; mxaF, Δ*mxaF*. **(C)** Polyphosphate genes are upregulated in *evo*-HLn indicating potential changes to polyphosphate metabolism and Ln-polyphosphate mineralization in this strain. Upregulated genes include the high-affinity phosphate transport system *pstSABC*, phosphate-specific transport system accessory protein encodin *phoU*, phosphate regulon regulatory gene *phoB*, and the H^+^-translocating pyrophosphate synthase gene *hppA*. **(D)** Lanthasomes are visible in *evo*-HLn as shown in TEM micrographs. White arrows show electron-dense Ln deposits (top left, Δ*mxaF*, La; bottom left, *evo*-HLn, Gd). Cross-sections (top right, Δ*mxaF*, La; bottom right, *evo*-HLn, Gd) show the surrounding lanthasome (black arrow) is larger and more defined in *evo*-HLn, indicating the increased capacity of Gd accumulation.

Bioaccumulation of Ln by *M. extorquens* AM1 was reported previously by our group as electron-dense intracellular Ln deposits resembling polyphosphate granules (Roszczenko-Jasińska et al., 2020). Hyperaccumulation of Gd by *evo*-HLn could be generated by decoupling granulation from regulatory processes. Intriguingly, the *M. extorquens* AM1 genome does encode for an HppA P-type ATPase that is 73.2% identical to HppA from *Agrobacterium tumefaciens*, the identifying proton pump of bacterial acidocalcisomes (Docampo, 2006). 

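*hppA* (META1p3299), for a proton-pumping pyrophosphatase, rose in both groups, from 111 ± 15.4 CPM (SD, n = 3) in the libraries labelled MDH3-La, where *mxaF* goes against the label, to 545 ± 39.3 (n = 3) in *evo*-La and 1644 ± 151 (n = 2) in *evo*-Gd. The log2 fold change was 3.89 (standard error 0.18, adjusted p = 2.42e-06 from edgeR's quasi-likelihood test) in *evo*-Gd and 2.30 (standard error 0.16, adjusted p = 6.63e-06 from the same test) in *evo*-La. Between *evo*-Gd and *evo*-La it was 1.59 (standard error 0.17), past the fold threshold alone (adjusted p = 0.00178). The call in *evo*-La ended without MDH3-La 1 (edgeR's adjusted p = 0.000108), and DESeq2 also called *hppA* between *evo*-Gd and *evo*-La.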

Expression of *hppA* was upregulated 5-fold (log2-transformed expression) in *evo*-HLn with Gd (Figure 4C). Polyphosphate is important for Ln granulation and found in high concentrations in acidocalcisomes, though a recent study showed evidence for polyphosphate and acidocalcisomes being different structures (Frank and Jendrossek, 2020). 

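The phosphate transporter genes rose in both groups against the libraries labelled MDH3-La, where *mxaF* goes against the label. *pstB*, for the ATP-binding subunit, had log2 fold changes of 3.65 (standard error 0.26, adjusted p = 1.12e-05 from edgeR's quasi-likelihood test) in *evo*-Gd and 3.93 (standard error 0.25, adjusted p = 4.09e-06 from the same test) in *evo*-La, and *pstS*, for the phosphate-binding protein, 2.93 (standard error 0.23, adjusted p = 1.71e-05 from the same test) and 2.43 (standard error 0.21, adjusted p = 2.06e-05 from the same test). *pstC* and *pstA*, for the membrane subunits, rose by 2.83 and 2.80 in *evo*-Gd (adjusted p = 1.13e-05 and 1.43e-05) and by 2.80 and 3.15 in *evo*-La (adjusted p = 5.56e-06 and 4.1e-06). META1p2285, a (di)nucleoside polyphosphate hydrolase taken here as *nudH*, rose by 2.72 in *evo*-Gd and 2.67 in *evo*-La (adjusted p = 1.7e-05 and 8.88e-06). *ppk*, for polyphosphate kinase, had 1.09 (standard error 0.19, adjusted p = 0.00142) in *evo*-Gd and 0.80 (adjusted p = 0.00384) in *evo*-La, and *ppnK*, for NAD kinase, 0.92 and 0.67 (adjusted p = 0.00337 and 0.00917), under the fold threshold. Of 8 phosphate and polyphosphate genes in the list, which does not hold META1p2285, 4 rose in *evo*-Gd (the *pst* genes) and 5 in *evo*-La, 0 fell, and the others did not pass the test; all 8 were higher at an adjusted p under 0.05 in both groups, and DESeq2 called 6 higher and 0 lower. The count of 5 in *evo*-La was 3 without MDH3-La 1 or any 1 *evo*-La library. Adjusted over the list alone, 5 rose in *evo*-Gd and 6 in *evo*-La, which is not independent evidence because the study chose the list on these samples. The mean was 2.34 in *evo*-Gd and 2.33 in *evo*-La, and limma's camera gave adjusted p = 0.00602 and 0.0102 (adjusted p = 0.485 and 0.607 with an estimated correlation). In *evo*-Gd the calls of *pstA*, *pstB*, *pstC* and *pstS* ended without evo-Gd 1 or evo-Gd 2 (edgeR's adjusted p from 0.000103 to 0.000226), those of *pstA* and *pstS* also without evo-La 3 (adjusted p = 0.000111 and 0.000105), *pstA* without MDH3-La 2 (0.000121) and *pstS* without MDH3-La 1 (0.0002). The call of *nudH* ended without evo-Gd 1, evo-Gd 2, evo-La 3 or MDH3-La 2 (edgeR's adjusted p from 0.000103 to 0.000241) in *evo*-Gd and without evo-La 3 (edgeR's adjusted p = 0.000106) in *evo*-La, and that of *pstS* in *evo*-La without evo-La 1, evo-La 2, evo-La 3 or MDH3-La 1 (edgeR's adjusted p from 0.000134 to 0.000288). With upper-quartile factors the *evo*-Gd call of *nudH* ended as well (adjusted p = 0.000114), and with RLE factors the *evo*-La call of *pstS* (adjusted p = 0.000102).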

Regardless, the polyphosphate genes in *evo*-HLn, including *ppk*, *ppnk*, *nudH*, and the high-affinity phosphate transporter genes *pstSABC*, were also upregulated (Figure 4C), providing corroborating evidence for Gd hyperaccumulation as polyphosphate deposits in acidocalcisome-like structures. Transmission electron microscopy (TEM) images of *evo*-HLn grown with Gd showed electron-dense granules within a vacuole (Figure 4D) that bears a striking resemblance to acidocalcisomes from *A. tumefaciens* (Seufferheld et al., 2003), which we call the “lanthasome.” Cross-cut TEM images show the uniformity and size of the lanthasome in *evo*-HLn, which are larger and more defined than those seen in Δ*mxaF* (Figure 4D).

### Gd Hyperaccumulation in *evo*-HLn Generates Contrast in Whole-Cell MRI Scans

Since Gd is a key component of GBCAs for MRI, we wondered if the quantity of Gd accumulated by *evo*-HLn could generate significant contrast. Gd-grown *evo*-HLn cells were washed to remove residual Gd ions and then scanned by MRI. Whole-cell scans generated a statistically significant reduction in T1 relaxation time for cells grown with Gd compared to cells grown with La or without Ln (Figure 5A). *evo*-HLn cells cultured with Gd displayed T1 that was > 3-fold less than wild type cultured without Ln. The T1 of wild-type cells with Gd was 0.2-fold less than cells without Ln. In contrast, intracellular accumulation of La by cells had a minor impact on T1 times (Figure 5A). When *evo*-HLn and Δ*mxaF* cells were grown with both Gd and La, T1 times were shortened by ∼0.1-fold compared to the no Ln treatment. These data show that MRI is sensitive enough to detect Gd accumulation in *M. extorquens* AM1 and that *evo*-HLn cells can accumulate Gd to intracellular concentrations that are high enough to produce robust MRI contrast.

**FIGURE 5:**
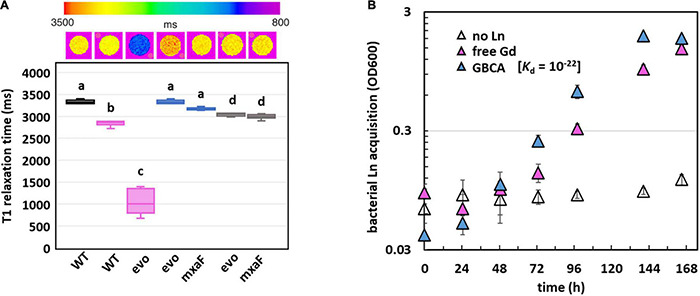
Gd hyperaccumulation by *evo*-HLn provides novel routes for potential MRI applications. **(A)** Gd hyperaccumulation generates significant contrast when scanned by MRI. Top shows digital scan with T1 relaxation times color coded. Bottom shows T1 relaxation times of cells grown without Ln (black), with La (blue), with Gd (pink), or with both (gray). For all plots, boxes represent the upper and lower quartiles of three independent biological replicate samples. Median lines and standard deviations (bars) are shown. Bold letters indicate different significance groups at *p* < 0.01 by one-way ANOVA and Tukey’s HSD test. **(B)** Gd is efficiently acquired from the strong chelating ligand DTPA by *evo*-HLn during methanol growth. Density of *evo*-HLn cultures is shown as triangles. Ln sources are denoted by color with various Ln sources: pink, 2 μM GdCl_3_; blue, 2 μM Gd-DTPA; open symbols, no Ln. Data points represent the average of 6 biological replicates from 2 independent experiments with error bars showing standard deviations.

### Efficient Acquisition of Gd From Gadopentetic Acid

Finally, the capacity of the *evo*-HLn strain to acquire Gd from the chelator diethylenetriamine pentaacetate (DTPA) was demonstrated (Figure 5B). Despite the high stability of the Gd-DTPA complex [log *K*_therm_ 22, log *K*_cond_ 17; (Tweedle et al., 1991; Wedeking et al., 1992)], *evo*-HLn was able to grow readily with no reduction growth rate compared to growth with soluble GdCl_3_ (Gd-DTPA, 0.04 h^–1^ ± 0.00; GdCl3, 0.03 h^–1^ ± 0.00; *n* = 3). This result indicates that *evo*-HLn has a highly effective means of sequestering Gd from DTPA, thus demonstrating a potential application in Gd recycling and remediation.

## Discussion

This study has revealed much regarding evolutionary strategies for life with heavy Ln and their implications for Ln-biochemistry. Variant *evo*-HLn is adapted for growth using heavy Ln, a physiological feat that was not formerly possible by *M. extorquens* AM1. Though wild type *M. extorquens* AM1 can transport and accumulate Gd, growth is mediated by calcium-dependent MxaFI. *evo*-HLn transports and accumulates Gd to a much greater extent and exhibits wide-ranging transcriptional and physiological responses as a result. Differential gene expression analysis and validation allow for the generation of a model for *evo*-HLn with Gd whereby the metal is brought into the cell via one or more lanthanophore(s) (specific or promiscuous), is transported to the cytoplasm, and effects expansive transcriptional changes to the cell, possibly by acting as the signal for the regulatory system encoded by META1_1800 (Figure 6). Upregulation of metal resistance genes, carotenoid biosynthesis, bacteriochlorophyll biosynthesis, and toblerol biosynthesis are indicative of a broad stress response.

**FIGURE 6:**
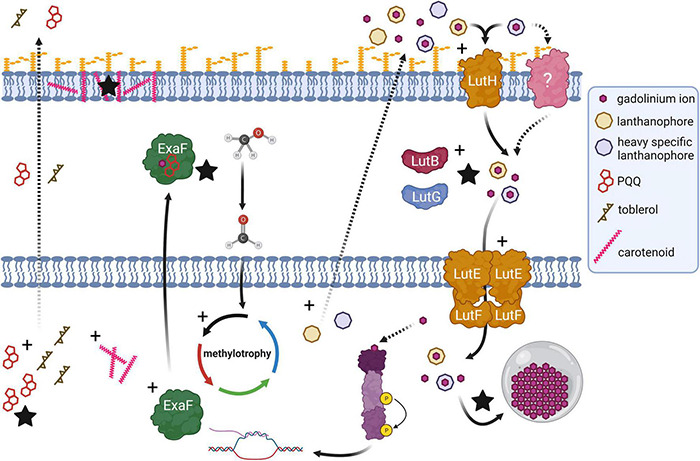
Genetic adaptation of a hybrid histidine kinase/response regulator (purple) in *evo*-HLn generates extensive transcriptional changes during methanol growth with the heavy Ln Gd, impacting methylotrophy, Ln metabolism, and biosynthetic pathways. Recognition of a signal molecule, possibly Ln and in this case Gd, by the regulatory system sensor domain triggers upregulation (black crosses) of methylotrophy pathways, including expression of *exaF* to generate higher MDH activity for the primary oxidation of methanol to formaldehyde. Biosynthetic pathways for PQQ and a Ln-chelating lanthanophore are also upregulated. More than one type of lanthanophore may be produced, and PQQ may play a role in Ln chelation. The Gd–lanthanophore complex is transported into the periplasm, by either the TonB-dependent receptor LutH or another receptor, or both. Gene expression profiling indicates disruption of the tight regulation of Ln uptake with upregulation of *lut* genes including those encoding the alternative periplasmic binding proteins LutF and LutG. Details of the state of Ln in the periplasm for transport to the cytoplasm, whether free or complexed with a lanthanophore, are not yet resolved. Increased Ln acquisition and trafficking leads to higher levels of Ln granulation in the cytoplasmic lanthasome (gray circle). Biosynthesis genes for carotenoids and toblerol are also upregulated. Higher carotenoid content contributes to the striking bright pink coloration of *evo*-HLn cells with Gd, and likely serves as an antioxidant response to heavy metal exposure. Production of toblerol may also be a stress response, as this cyclopropanol-containing molecule modulates antibiosis in *Methylobacteria*. Dashed arrow represents a proposed/unverified function. Black stars indicate experimentally validated increased functions.

We identified that the gene cluster for one lanthanophore, the LCC, is upregulated. Yet, it may not be the only one. Levels of PQQ, a molecule already shown to bind Ln in solution (Lumpe and Daumann, 2019), are increased in *evo*-HLn, indicating a possible role for binding Ln and/or serving as a signal for their uptake. This is more striking given that PQQ biosynthesis genes are downregulated in wild type grown with La (Good et al., 2019). Increased Ln transport by *evo*-HLn suggests disruption of the tightly controlled regulatory mechanisms governing uptake (Roszczenko-Jasińska et al., 2020), and this is supported by differential expression of specific *lut* genes. *M. extorquens* AM1 produces multiple Ln-binding proteins for uptake and utilization encoded in the *lut* gene cluster. It is likely that *evo*-HLn uses some or all of this machinery to grow with Gd, such as alternative periplasmic binding proteins LutB and LutG. The Ln accumulation data reported in this study, however, also suggest that there may be alternative or additional machinery for uptake of heavy Ln that could include novel lanthanophores and novel lanthanophore receptors. Notably, the genes encoding the Pst phosphate transport system were highly upregulated in *evo*-HLn, and uptake of heavy Ln, such as Gd, may be tied to phosphate transport.

Increased Gd uptake by *evo*-HLn results in a reduced capacity to incorporate La, and if an alternative uptake system is predominant, this will allow us to define selectivity among heavy and light Ln. Mutational analysis of the *lut* genes has already provided evidence of alternative transport systems for light Ln (Roszczenko-Jasińska et al., 2020). Wild type and MDH-3 can transport and accumulate Gd intracellularly, but it is not sufficient to function as a signal for the switch from MxaFI MDH to a Ln-dependent oxidation system. We were not yet able to pinpoint a heavy Ln transport system in this study; however, these observations are suggestive of additional components, including regulatory elements, being co-opted for Gd acquisition, uptake, transport, and/or use in *evo*-HLn. The details of the molecular processes and regulation of storage of Ln by *M. extorquens* AM1 are still unknown, but Ln hyperaccumulation by *evo*-HLn provides an excellent comparator to the wild-type and ancestral strains to investigate these questions in depth.

The identification of lanthasomes for intracellular Ln storage provides an exciting insight into Ln storage. Lanthasomes in *evo*-HLn appear to be larger, with a more uniform and defined structure than those from Δ*mxaF*, and therefore this strain will serve as an excellent model for their study. Mechanistic details for lanthasome formation, structure, and function remain to be resolved, and work is ongoing to investigate these questions. The physiological reason underlying Ln storage is not yet known and being able to manipulate lanthasome formation will facilitate studies addressing their function.

It is common practice to inject patients with GBCAs before MRI to enhance scan effectiveness by shortening the T1 relaxation of the target tissue. Moreover, Gd is conjugated to proteins for applications such as blood pool agents, which can be done chemically (Caravan, 2006) *via* avidin-biotin (Dafni et al., 2002; Gilad et al., 2005) and genetically, *via* Ln binding tags (Xue et al., 2015). Alternatively, GBCAs are used as substrates for genetically encoded reporters (Nyström et al., 2019). The genetic variant *evo*-HLn has acquired the ability to transport and accumulate Gd such that a significant reduction in T1 relaxation can be observed by MRI in vivo. Magneto-endosymbionts, iron accumulating bacteria, are currently being developed as MRI contrast agents (Vargas et al., 2018). The discovery that *evo*-HLn can be used as an agent with superior contrast due to the unique paramagnetic properties of Gd opens new avenues for the development of bio-based contrast agents.

Although Gd is considered safe when properly chelated, deposition of unmetabolized GBCAs correlates with detrimental health effects in humans. We showed that *evo*-HLn grows readily on methanol with Gd-DTPA as the sole Ln source, revealing that *M. extorquens* AM1 must produce molecular machinery, likely including secreted lanthanophore(s), capable of sequestering Ln from highly stable complexes. Multiple lines of evidence show that *evo*-HLn transports and stores more Ln than the ancestral strain, indicating alterations to sequestration, uptake, and/or storage machinery. We are currently investigating candidate genes involved in each of these processes, including for the formation of lanthasomes. Understanding the mechanisms behind these individual processes will aid in future efforts to engineer efficient Ln-binding agents. Finally, the capacity for growth with GBCAs, increased uptake, and hyperaccumulation of Gd make *evo*-HLn an excellent candidate for the development of a microbial platform for recovery of Gd from wastewater and possibly even medical waste, a yet untapped reservoir for recycling of this critical metal.

## Materials and Methods

### Strains and Culture Conditions

*Methylorubrum extorquens* AM1 strains were routinely grown at 30°C in MP minimal medium (Delaney et al., 2013) with 15 mM succinate, shaking at 200 rpm on an Innova 2300 platform shaker (Eppendorf, Hamburg, Germany). For growth studies, 50 mM methanol was used as the sole carbon and energy source. Ln were added as chloride salts or gadopentetic acid (Gd-DTPA; Magnevist^®^) to a working concentration of 2 or 20 μM as indicated. When necessary, 50 μg/ml kanamycin was added to the growth medium for plasmid maintenance. Strains and plasmids used in this study are listed in Supplementary Table 1.

### Plasmid Construction

The META1_1800 gene sequence from *evo*-HLn, with an additional 400 bp of upstream sequence, was amplified from gDNA by PCR and cloned into pCM433KanT that had been linearized by PCR. Primers for both the insert and backbone fragments were designed to have complementary 20-bp overlaps (Supplementary Table 2). The insert and backbone fragments were assembled in electrocompetent *Escherichia coli* (Jacobus and Gross, 2015). Kanamycin-resistant clones were screened by colony PCR to confirm successful assembly. Confirmed assemblies were sequenced and verified, and the plasmid was named pNG341.

### Strain Construction

*M. extorquens* AM1 strains were transformed by electroporation (Toyama et al., 2006). After 24 h of outgrowth, transformants were selected by plating on MP medium with 1.5% agar, 15 mM succinate, and 50 μg/ml kanamycin or 20 μg/ml tetracycline. Transformants were incubated at 30°C until isolated colonies appeared. In–out allelic exchange to generate the *evo*-HLn mutation was performed as described using 5% sucrose for counterselection (Marx, 2008). After sucrose counterselection, successful reconstruction of the *evo*-HLn causative mutation was verified by PCR amplification and Sanger sequencing of the entire META1_1800 locus.

### Methanol Growth Analysis With Light and Heavy Lanthanides

*M. extorquens* AM1 strains were grown with succinate overnight, pelleted by centrifugation at 1,000 × *g* for 10 min at room temperature using a Sorvall Legend X1R centrifuge (Thermo Scientific, Waltham, MA, United States), and washed in 1 ml of sterile MP medium with methanol. For growth analysis in microplates, washed cells were resuspended in 200 μl of MP methanol medium and 10 μl was transferred to each microplate well with 640 μl of MP methanol medium. For growth studies with Gd-DTPA, 50 μl of inoculum was added to 3 ml of MP methanol medium in sterile 14-ml polypropylene culture tubes (Fisher Scientific, Hampton, NH, United States). Culture densities were monitored over time by measuring light scatter at 600 nm using either a Synergy HTX multi-mode plate reader (Biotek, Winooski, VT, United States) or an Ultraspec 10 density meter (Biochom, Holliston, MA, United States).

### UV-Visible Spectrophotometry

To prepare cell-free extracts, 50 ml of methanol-grown culture with Gd or La were harvested, upon reaching an OD_600_ of ∼1.1–1.3, by centrifugation at 4,696 × *g* for 10 min at 4°C. The supernatant was removed, and cell pellets were resuspended in 1.5 ml of 25 mM Tris, pH 8.0, and lysed using an OS Cell Disrupter at 25,000 psi (Constant Systems Limited, Low March, Daventry, Northants, United Kingdom). Lysates were transferred to 1.5-ml Eppendorf tubes and clarified of cell debris by centrifugation at 21,000 × *g* for 10 min at 4°C. Cell-free extracts were transferred to new 1.5-ml microcentrifuge tubes and kept on ice until needed. PQQ was prepared fresh to a working concentration of 5.3 mM in an opaque conical tube and kept on ice until needed. Absorbance spectra were measured from 250 to 600 nm with a Synergy HTX multi-mode plate reader. A blank buffer spectrum was subtracted as background. Protein concentrations were determined by absorbance at 280 nm and the bicinchoninic acid assay (Thermo Fisher Scientific, Waltham, MA, United States).

### Genomic DNA Extraction and Sequencing

*evo*-HLn was grown in shake flasks with 50 ml of MP with succinate to OD_600_ ∼ 1.0. Genomic DNA was extracted according to the “Bacterial genomic DNA isolation using CTAB” protocol (Joint Genome Institute, Walnut Creek, CA, United States). Samples were submitted to Genewiz (South Plainfield, NJ, United States) for whole genome sequencing using the Illumina HiSeq platform with 2 × 150 bp read length. Variant calling and analysis were performed by Genewiz using wild-type *M. extorquens* AM1 (genome assembly GCA_000022685.1) as the reference and Δ*mxaF* [the genetic background used to generate MDH-3 (Good et al., 2016)] as an additional comparator.

### RNA-Seq Transcriptomics

RNA samples were prepared as described previously (Good et al., 2019). After RNA extraction, samples were processed by the Microbial Genome Sequencing Center (Pittsburgh, PA, United States) for Illumina stranded library preparation, RiboZero Plus rRNA depletion, and 2 × 50 bp paired-end RNA sequencing. Raw sequencing data were processed on KBase (Arkin et al., 2018) using HiSAT2 for read alignment, StringTie for alignment assemblies, and DESeq2 for differential expression analysis.

### Methanol Dehydrogenase Activity Assays

Cell extracts were prepared as described above, but with an additional wash step in 20 ml of 100 mM Tris–HCl, pH 9.0, before disruption. Protein concentrations of cell-free extracts were determined by BCA assay. Methanol dehydrogenase activity was measured by monitoring the phenazine methosulfate (PMS)-mediated reduction of 2,6-dichlorophenol indophenol [DCPIP; ε_600nm_ = 21 mM^–1^ cm^–1^ (Good et al., 2016, 2019, 2020)] as described (Anthony and Zatman, 1967; Ghosh and Quayle, 1979; Vu et al., 2016; Good et al., 2020). To reduce background activity, all assay reagents were dissolved in water; PES and DCPIP solutions were prepared in opaque tubes and kept on ice; and cell-free extracts were pre-incubated for 2 min at 30°C as recommended (Jahn et al., 2020).

### Whole-Cell MRI

Wild-type and *evo*-HLn mutant strains were grown in 50 ml of methanol medium to maximal culture density (OD_600_ ∼3). No Ln was added to the medium for the wild-type strain. Either Gd, La, or both (2 μM each) were added to the medium for *evo*-HLn. Cells were harvested by centrifugation at 4,696 × *g* for 10 min at room temperature. The supernatant was removed, cells were washed two times by resuspension with 50 ml of 25 mM Tris, pH 7.0, and centrifugation at 4,696 × *g* for 10 min at room temperature. After washing, 1/10 of the cell pellets were resuspended in 500 μl of 25 mM Tris, pH 7.0. MRI data were acquired using a 7.0-T horizontal MRI (Bruker) equipped with a multi-channel receive array and volumetric transmit coil ensemble. T1 maps were generated via Paravision 360, with 10 TRs ranging from 400 to 17,500, TE = 6.89, MTX = 128/128, FOV = 32 cm^2^, ST = 1 mm and AVG = 3.

### Transmission Electron Microscopy

Samples were fixed in 2% glutaraldehyde in 0.1 M sodium cacodylate buffer, pH 7.2 (EMS, Hatfield, PA, United States), for at least 1–2 h at room temperature with agitation. Samples were rinsed [3×; 10 min, room temperature (RT)] in 0.1 M sodium cacodylate buffer, pH 7.2, and immersed in 1% osmium tetroxide with 1.6% potassium ferricyanide in 0.1 M sodium cacodylate buffer for 2 h. Samples were rinsed (3×; 10 min, RT) in buffer and then briefly in distilled water (1×; 1 min, RT). Samples were then subjected to an ascending acetone gradient (10 min; 35%, 50%, 70%, 80%, and 90%) followed by pure acetone (2×; 10 min, RT). Samples were progressively infiltrated with Epon resin (EMS, Hatfield, PA, United States), while rocking, and then polymerized at 60°C for 24–48 h in silicon molds. Thick sections (200 nm) were cut using a Reichert Ultracut E (Leica, Wetzlar, Germany), collected on glass slides, stained with toluidine blue, and used for general orientation. Thin sections (70 nm) were collected onto formvar-coated 50-mesh copper grids or slot grids. The grids were post-stained with 2% uranyl acetate followed by Reynold’s lead citrate, for 5 min each. The sections were imaged using a Tecnai 12 120-kV TEM (FEI, Hillsboro, OR, United States) and data were recorded using an UltraScan 1000 with Digital Micrograph 3 software (Gatan Inc., Pleasanton, CA, United States).

### Intracellular Ln Quantification

After whole-cell MRI analysis, cell pellets were dehydrated at 65°C for 72 h. Dried pellets were weighed before deconstruction in *Aqua regia* diluted in 2% nitric acid and sonicated for 0.5 h before passing through 0.45-μm Whatman syringe filters. Metal contents were determined by ICP-MS at the Laboratory for Environmental Analysis (Center of Applied Isotope Studies, University of Georgia).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE193171.

## Author Contributions

NG, NM-G, and AG: conceptualization. NG: methodology. NG, HL, EH, and MS: investigation. NG and HL: writing—original draft. NG, NM-G, AG, and HL: writing—reviewing and editing. NM-G and AG: funding acquisition and resources. All authors contributed to the article and approved the submitted version.

## Author Disclaimer

The views and opinions of authors expressed herein do not necessarily state or reflect those of the United States Government or any agency thereof.

## Conflict of Interest

NM-G and NG are inventors on patent application B21-146 submitted by the Regents of the University of California. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Hyperaccumulation of Gadolinium by Methylorubrum extorquens AM1 Reveals Impacts of Lanthanides on Cellular Processes Beyond Methylotrophy
**Source:** Front Microbiol. 2022 Mar 17;13:820327. doi: 10.3389/fmicb.2022.820327
**Supplement:** Supplementary file 2

Supplementary Material

1 Supplementary Methods

1.1 Transcriptional reporter fusion assays

Strains carrying VENUS *yfp* fusion constructs were grown on methanol in 48-well microplate format. Upon reaching a culture density of OD₆₀₀ ~0.35, 200 µL of culture were transferred to an optical bottom black 96-well plate. Fluorescence was measured at an excitation wavelength of 485 nm and an emission wavelength of 520 nm. Relative fluorescence units (RFU) were calculated as raw fluorescence (F_{520 nm}) divided by OD₆₀₀.

Reporter-fusion assays previously showed that *exa* promoter activity was stimulated by La (Skovran, Raghuraman, and Martinez-Gomez 2019). Using the same promoter-reporter system, we replicated *exa* promoter stimulation with La in MDH-3 grown on methanol (~120 RFU), and repression of promoter activity in wild type and $\Delta mxaF$. The *exa* promoter was assayed for activity in *evo*-HLn grown on methanol with La and observed a 275-fold increase compared to MDH-3. Promoter activity with Gd from *evo*-HLn increased a striking 470-fold compared to MDH-3 with La. Further, we did not detect *exa* promoter activity in wild type with Gd, showing that although wild type grows with methanol in the presence of Gd (Fig. S2), the switch from MxaFI to ExaF oxidation systems does not occur. This could be indicative of either wild type being unable to transport Gd or Gd not functioning as a signal for the “Ln switch” in this strain. Regardless, it can be concluded that wild type grows on methanol using MxaFI MDH, the Ca/PQQ-dependent oxidation system, when Gd is present in the medium.

2 Supplementary Data

2.1 Supplementary Tables

Table S1. Bacterial strains and plasmids used in this study

strain or plasmid	description	reference
**strains**		
<i>Methylobacterium extorquens</i>		
AM1	wild type; rifamycin-resistant derivative	(Nunn and Lidstrom 1986)
MDH-3	$\Delta mxaF \Delta xoxF1 \Delta xoxF2$ triple deletion mutant	(Vu et al. 2016)
$\Delta mxaF$	deletion mutant	(Marx et al. 2003)
<i>evo</i> -HLn	MDH-3 genetic variant adapted for methanol growth with heavy lanthanides	this study
<i>evo</i> -HLn ^{rec}	reconstructed <i>evo</i> -HLn strain	this study

plasmids		
pCM433KanT	<i>sacB</i> -based allelic exchange vector, Km ^r	(Puri et al. 2015)
pNG341	pCM433KanT with <i>evo</i> -HLn META1_1800 allele	this study
pAP5	promoterless <i>yfp</i> fusion vector, Tc ^r	(Skovran et al. 2011)
pHV3	pAP5 with <i>exa</i> promoter region, Tc ^r	(Skovran, Raghuraman, and Martinez-Gomez 2019)

Table S2. Primers used for plasmid construction

primer name	sequence
pCM433KanT For	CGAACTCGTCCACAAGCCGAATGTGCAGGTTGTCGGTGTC
pCM433KanT Rev	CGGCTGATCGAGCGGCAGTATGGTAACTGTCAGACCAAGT
META1_1800 For	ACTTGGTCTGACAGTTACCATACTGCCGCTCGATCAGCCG
META1_1800 Rev	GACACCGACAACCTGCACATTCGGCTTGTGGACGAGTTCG

Table S3. Mutations detected by genome resequencing of *evo*-HLn and Δ *mxoF*

Wild type *M. extorquens* AM1 genome assembly ASM2268v1 was used as the reference strain for mapping. Yellow highlights indicate single nucleotide variant and deletion mutations unique to *evo*-HLn. All other mutations shown were identified in both *evo*-HLn and Δ *mxoF*.

Chromosome	Region	Type	Ref	Allele	Count	Freq	Qual	locus_tag	Coding change	Amino acid change	Non
CP001510	482893^482894	In	-	C	47	100	200	META1p0458			-
CP001510	1673173	SNV	A	G	110	100	200	META1p1592	69T>C		No
CP001510	1873778	SNV	T	A	175	100	200	META1p1800	452T>A	Leu151His	Yes
CP001510	2329711	Del	G	-	125	98	160				-
CP001510	2777457	SNV	T	G	38	97	160	META1p2648	408A>C		No
CP001510	2803789	SNV	C	T	32	100	200	META1p2676	.63C>T		No

CP001510	2803840	SNV	T	C	9	100	155	META1p2676	114T>C		No
CP001510	2891642	SNV	G	C	185	100	200	META1p2763	879C>G		No
CP001510	3037769	Del	C	-	190	95	200	META1p2908	718delC	Arg241fs	Yes
CP001510	3159071	Del	G	-	94	97	160				-
CP001510	4001527..<br>4001531	Del	CGT<br>GC	-	122	85	200	META1p3891,<br>META1p3892	262_266delG<br>CACG	Ala88fs	Yes
CP001511	580985^5<br>80986	In	-	C	128	98	200	META2p0619	468_469insG	Arg157fs	Yes
CP001511	770863	Del	G	-	52	95	160	META2p0816	890delG	Ala298fs	Yes

---

2.2 Supplementary Figures

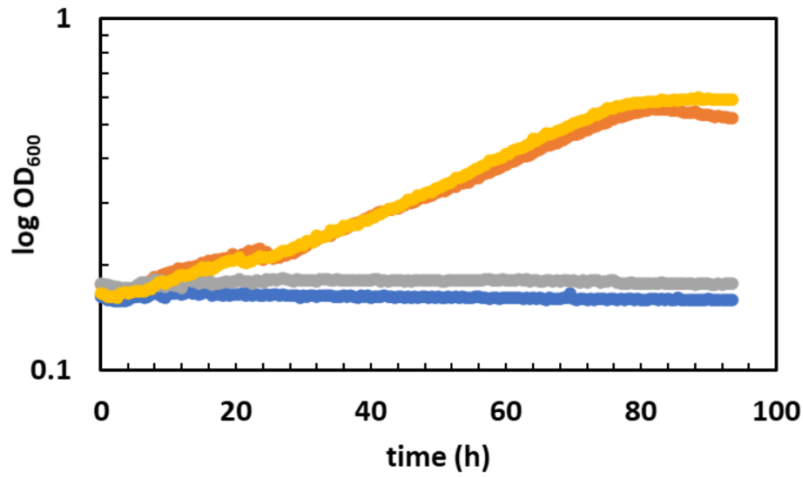

Supplementary Figure 1. Reconstruction of Gd³⁺-dependent methanol growth. *evo*-HLn was inoculated into minimal methanol medium with (orange) or without 2 μM Gd³⁺ (blue). The reconstructed mutant strain, *evo*-HLn^{rec}, was tested for growth in the same conditions: with 2 μM Gd³⁺ (yellow), without Gd³⁺ (gray). Data points are the mean of 18 biological replicates from 2 independent experiments. Individual measurements for each data point are within 5% of one another.

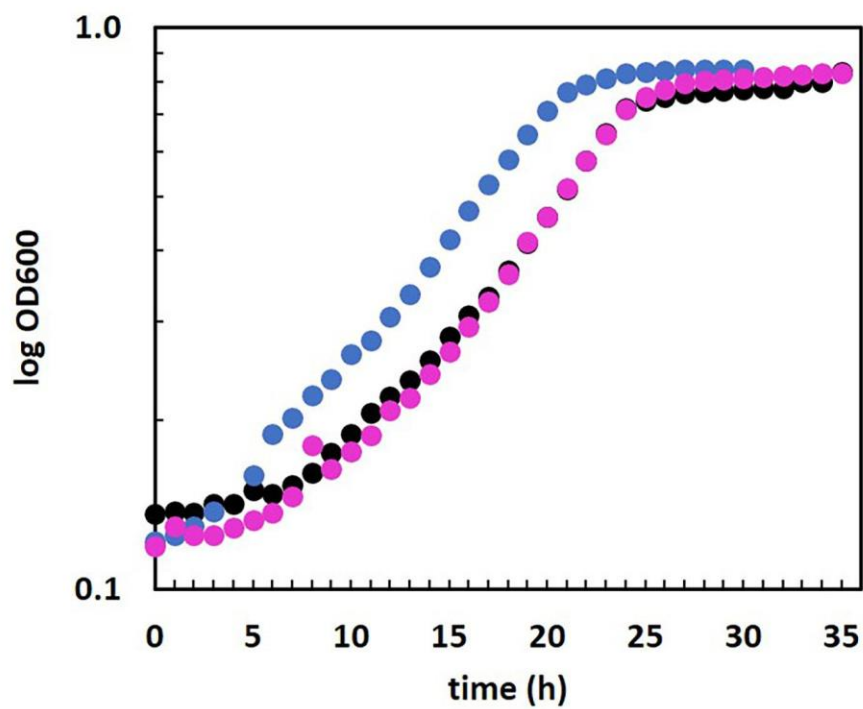

Supplementary Figure 2. Methanol growth of wild type *M. extorquens* AM1 with and without Ln^{3+} . Growth with no Ln^{3+} (black), 2 μM Gd^{3+} (pink) or 2 μM La^{3+} (blue). Data points are the mean of 10 biological replicates from at least 3 independent experiments. Individual measurements for each data point are within 5% of one another.

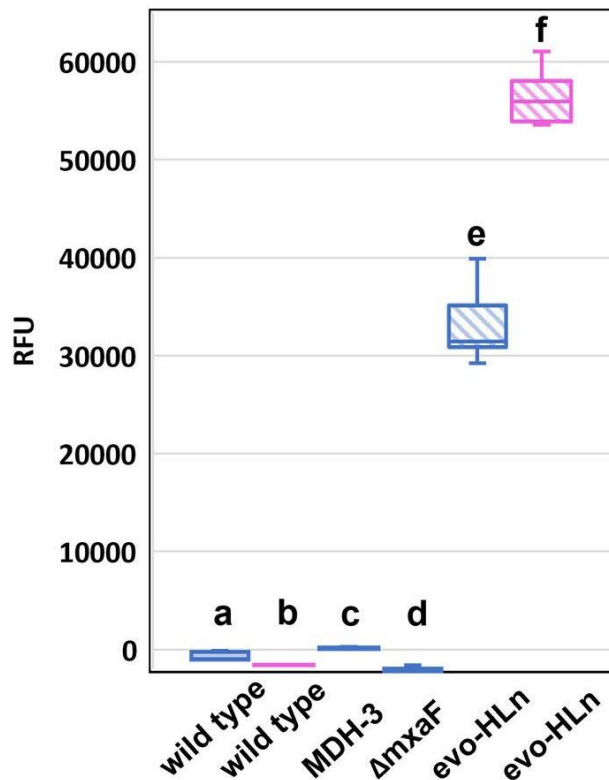

Supplementary Figure 3. Response of *exaF* promoter in *evo*-HLn with La and Gd. *evo*-HLn exhibits higher *exaF* promoter activities with both light and heavy Ln. Wild type, MDH-3, $\Delta mxaF$ and *evo*-HLn carrying a *exaF* promoter-*yfp* reporter fusion construct were grown with methanol and either no Ln (black), La (blue), or Gd (pink) to an OD of ~1.0 at 600 nm and promoter readout was measured as fluorescence. Box and whisker plot shows the interquartile range of RFU determined for 3 biological replicates with 2 technical replicates of each fluorescence measurement. Whiskers show the minimum and maximum values. For each strain and growth condition, readout from the promoter-less construct was subtracted as background fluorescence.

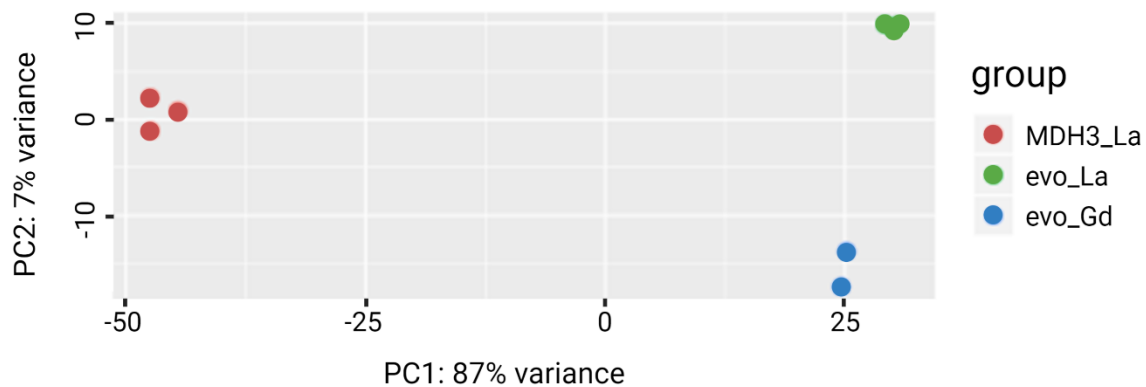

Supplementary Figure 4. Principal component analysis of log₂-transformed expression data for all coding sequences used for differential gene expression analysis. MDH-3_La, MDH-3 grown with μM LaCl₃; evo_La, *evo*-HLn grown with μM LaCl₃; evo_Gd, *evo*-HLn grown with 2 μM GdCl₃. All cultures were grown with 50 mM methanol in PIPES minimal medium. Not all data points are completely visible. Analysis was performed using DESeq2.

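On the log2 CPM of the 6138 genes tested, the first principal component took 82.4% of the variance and separated the libraries labelled MDH3-La, at −115, −114 and −115, from *evo*-La, at 75.1, 78.3 and 77.8, and *evo*-Gd, at 57.5 and 55.5. The *mxaF* counts of the first group go against its label. The second component took 6.46% and spread the libraries labelled MDH3-La over 34.9, −54.6 and 20.6. The spread between samples was larger in that group, with a median gene dispersion of 0.151, against 0.0307 in *evo*-La and 0.0582 in *evo*-Gd, from edgeR's estimate within each group. Among the genes that part the groups, ribosomal protein genes were low in the libraries labelled MDH3-La, as their share of the counts shows.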

REFERENCES

- Marx, Christopher J., Brooke N. O'Brien, Jennifer Breezee, and Mary E. Lidstrom. 2003. "Novel Methylo-trophy Genes of *Methylobacterium extorquens* AM1 Identified by Using Transposon Mutagenesis Including a Putative Dihydromethanopterin Reductase." *Journal of Bacteriology* 185 (2): 669–73. <https://doi.org/10.1128/jb.185.2.669-673.2003>.
- Nunn, D. N., and M. E. Lidstrom. 1986. "Isolation and Complementation Analysis of 10 Methanol Oxidation Mutant Classes and Identification of the Methanol Dehydrogenase Structural Gene of *Methylobacterium* Sp. Strain AM1." *Journal of Bacteriology* 166 (2): 581–90. <https://doi.org/10.1128/jb.166.2.581-590.1986>.
- Puri, Aaron W., Sarah Owen, Frances Chu, Ted Chavkin, David A. C. Beck, Marina G. Kalyuzhnaya, and Mary E. Lidstrom. 2015. "Genetic Tools for the Industrially Promising Methanotroph *Methylobacterium Buryatense*." *Applied and Environmental Microbiology* 81 (5): 1775–81. <https://doi.org/10.1128/AEM.03795-14>.
- Skovran, Elizabeth, Alexander D. Palmer, Austin M. Rountree, Nathan M. Good, and Mary E. Lidstrom. 2011. "XoxF Is Required for Expression of Methanol Dehydrogenase in *Methylobacterium extorquens* AM1." *Journal of Bacteriology* 193 (21): 6032–38. <https://doi.org/10.1128/JB.05367-11>.
- Skovran, Elizabeth, Charumathi Raghuraman, and Norma Cecilia Martinez-Gomez. 2019. "Lanthanides in Methylo-trophy." *Current Issues in Molecular Biology* 33 (June): 101–16. <https://doi.org/10.21775/cimb.033.101>.
- Vu, Huong N., Gabriel A. Subuyuj, Srividhya Vijayakumar, Nathan M. Good, N. Cecilia Martinez-Gomez, and Elizabeth Skovran. 2016. "Lanthanide-Dependent Regulation of Methanol Oxidation Systems in *Methylobacterium extorquens* AM1 and Their Contribution to Methanol Growth." *Journal of Bacteriology* 198 (8): 1250–59. <https://doi.org/10.1128/JB.00937-15>.

How the deposited data were processed for this re-analysis (not part of the article)

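RNA from *Methylorubrum extorquens* AM1 grown on 50 mM methanol with 2 µM lanthanide was sequenced in 8 libraries: 3 labelled MDH3-La, 3 *evo*-La and 2 *evo*-Gd. The groups and replicate numbers come from the sample labels, the column names and the paper. The second *evo*-Gd library carries number 2 in the labels and the deposited table and number 3 in the paper's data sheet, which was at hand in part.

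The deposited values were made by the authors as follows. Stranded Illumina libraries depleted of ribosomal RNA were read as 2 × 50 bp pairs, aligned with HISAT2 and assembled with StringTie 2.1.5 on KBase, and the submitters' processing notes name DESeq 1.20.0 where the paper's methods name DESeq2. The count values are whole numbers per gene and library that the authors deposited for 6215 genes. The table's title calls them normalized, but their totals differ between libraries, DESeq2's size factors on them run from 0.567 to 1.77, and DESeq2 run on them as raw counts gives the authors' log2 fold changes to within 0.00429, 0.00653 and 0.00819 for 99% of genes in the comparisons of *evo*-Gd with MDH3-La, *evo*-La with MDH3-La and *evo*-Gd with *evo*-La. They were therefore taken as raw counts. The log2 values are the fold changes that the authors deposited from DESeq2, used here only for this check and for counting the authors' calls. The p-value and q-value columns are the authors' deposited DESeq2 results, with q as the Benjamini-Hochberg adjusted p, used only to count those calls. The table has 1 further column, with no name and a single value, that was not used. The genome build is not given in the sources used here. Gene names come from the table, and 5841 of 6215 gene identifiers matched the RefSeq table of assembly ASM2268v1, of which no coordinate is used.

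Total counts per library were 5566397 to 5874083 in the libraries labelled MDH3-La, 7166942 to 9922296 in *evo*-La and 7678334 to 8511625 in *evo*-Gd. With these depths 0 counts in a library allow up to 3. The replicates of each group differed by more than the sampling noise (chi-square per gene from 15.5 to 85.7). This does not show that they came from separate cultures, which no source used here states. Each library was counted as 1 sample.

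The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter on low counts by group (6138 genes), libraries were scaled with TMM factors, and the quasi-likelihood test compared the groups with all 3 groups in 1 fit and Benjamini-Hochberg adjustment, because *evo*-Gd has only 2 libraries. A gene was called at a log2 fold change beyond 1.5 and an adjusted p under 0.0001, as in the paper. Levels are TMM-scaled CPM, given as mean ± SD, and a fold against libraries at 0 is a lower bound against a floor of 3 counts per library. Gene lists of 3 or more genes were tested with limma 3.58.1's camera on log2 CPM (prior count 2), with a preset correlation of 0.01 between genes and adjustment over the lists of a comparison, and a list counts as called at an adjusted p under 0.05. Its calls at the preset correlation do not hold with an estimated correlation in any list. Principal components were taken from the log2 CPM of the genes tested.

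The lists taken from the paper are the *exa*, *mxa* accessory, PQQ, carotenoid, *lut*, *lanM*, lanthanide chelation, heavy metal resistance, primary oxidation, assimilation, bacteriochlorophyll, phosphate and polyphosphate, toblerol and deleted dehydrogenase genes. The study chose these lists on these samples, so a p-value from camera for any of them is not independent evidence. Those from general knowledge hold ribosomal proteins, aminoacyl-tRNA synthetases, RNA polymerase and translation factors, ATP synthase, NADH dehydrogenase, flagella, chemotaxis, chaperones and proteases, oxidative stress defence, the general stress response, transposases, phage genes, TonB-dependent receptors, cell division and wall, and tetrahydromethanopterin, cobalamin, polyhydroxybutyrate and urease genes. The toblerol list matched 0 genes of the table, so 1 of the 32 lists has no result. Of the 3 deleted dehydrogenase genes, META1p2757 was called higher in both groups and *mxaF* lower in *evo*-La. The *lut*, lanthanide chelation and *exaGJ* genes were taken by locus, since the table does not name them.

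A rule set which genes the text could name. It takes every gene that the paper names for the RNA-seq and the deleted genes. In each comparison it takes the 8 largest rises and the 8 largest falls among called genes with an annotated function whose CPM do not overlap between the groups. From each list it takes up to 4 members with the smallest adjusted p. Values in the paper's data sheet had been in hand when this rule was written, and some had been seen, ribosomal protein genes among them. The text gives only part of the genes the rule allows, a part settled after the values were seen, as when *bchN* was added. META1p5282 lies outside the rule and was chosen after its values were seen.

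The scripts were tested on simulated counts for the 6138 genes in which 200 genes were changed. Every library was drawn from the *evo*-La means with 1 dispersion per gene fitted over all 3 groups, although the spread differs between groups. Sizes of 4 and 6 were added after the results for 2 and 3 were seen. Of 50 genes changed by 2, 3, 4 and 6 on the log2 scale, 0, 2, 27 and 35 were called for *evo*-Gd against MDH3-La, and 1, 9, 27 and 40 for *evo*-La against MDH3-La, while 0 of 5918 unchanged genes were called in either comparison. A planted list of 20 genes was called, and 0 of 20 random lists were.

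The alternatives were DESeq2 1.42.0 in place of edgeR, RLE and upper-quartile factors, library totals alone, other filters (at least 1 count, or a mean of at least 50), other thresholds (an adjusted p under 0.05, with or without a log2 fold change beyond 1), only the 2 groups compared in the fit, the replicate number as a block, leaving out each library, an estimated correlation or fry in place of camera, and, added after the data were seen, corrected lists and the block with the data sheet's numbers.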

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

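All tests of explanations in this part were chosen after the results were seen, as was the rule that picked these results: lists from outside the paper of which at least 0.5 of the genes were called one way, and deleted genes above the floor in every library.

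Genes of the translation machinery were low in the libraries labelled MDH3-La, where *mxaF* goes against the label, a signal in genes the paper does not discuss. Of 54 ribosomal protein genes, 50 rose in *evo*-Gd (52 adjusted over the list alone) and 52 in *evo*-La (54 adjusted over the list alone), with mean log2 fold changes of 5.24 and 5.61, *rpsR*, for protein S18, at 7.95 and 9.04, at adjusted p = 1.93e-06 and 7.39e-07 from edgeR's quasi-likelihood test, and limma's camera gave the list adjusted p = 1.48e-17, and adjusted p = 0.485 with an estimated correlation in *evo*-Gd, and adjusted p = 2.3e-16, and adjusted p = 0.607 with an estimated correlation in *evo*-La. With every library thinned to the smallest total the mean in *evo*-La was 5.57 (5.61 before, SD 1.28 over 54 genes). Fold changes are scaled to library totals, so thinning could hardly move this mean, and no conclusion on depth is drawn from it. The 10 most abundant genes held 14.1, 12.6 and 17.3% of the counts in the libraries labelled MDH3-La and 14.0 to 20.4% in the others. These shares go against a few genes taking most of the counts. With totals that leave out the 20 most abundant genes the mean in *evo*-La was 5.90. Given shares of this size, leaving such genes out could move the mean little, so no conclusion is drawn from that value. Only 6.51% of the distance from *evo*-La to the libraries labelled MDH3-La separated *evo*-La from *evo*-Gd (4.24 to 9.26% when 1 library was left out), although the paper's Table 1 places the growth rate of *evo*-HLn with Gd near that of MDH-3 with La, which goes against growth rate in that order as the whole cause. A part for growth rate stays open, since the list was lower in *evo*-Gd than in *evo*-La (mean -0.37, adjusted p = 0.00058, and adjusted p = 0.808 with an estimated correlation from camera, with 0 genes called by edgeR or DESeq2 and 13 lower and 0 higher at an unadjusted p under 0.05), as do strain, the stage at which cultures were harvested and what the libraries labelled MDH3-La hold, which were not tested.

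*mxaF* had counts in each library labelled MDH3-La, with 253 as the lowest, and 0 in the other 5. Reads shared with the other dehydrogenase genes are argued against, since the lowest ratio of *mxaF* to *xoxF1*, *xoxF2* and *exaF* counts among the libraries labelled MDH3-La predicts 6265 *mxaF* counts in the other 5 libraries, which hold 0. RNA of cells that carry *mxaF* cannot be told apart from a part of the gene left by the deletion and transcribed in MDH-3 alone, because the counts are given per gene and the lowest of 253 goes with both. No biological explanation was tested.

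Other results in genes outside those the paper discusses are given as values. Of 18 RNA polymerase and translation factor genes, 14 rose and 1 fell in each group, also adjusted over the list alone, at means of 3.27 in *evo*-Gd and 3.62 in *evo*-La (adjusted p = 0.000158, and adjusted p = 0.485 with an estimated correlation, and adjusted p = 0.000154, and adjusted p = 0.607 with an estimated correlation, from camera), with *nusA* at 5.19 and 5.73 and *tufB* at 5.84 and 6.27. In *evo*-Gd against *evo*-La the means of this list and of the aminoacyl-tRNA synthetase list were -0.35 and -0.32, lower with Gd (adjusted p = 0.0359, and adjusted p = 0.808 with an estimated correlation, and adjusted p = 0.016, and adjusted p = 0.408 with an estimated correlation), with 0 genes called by edgeR or DESeq2 and, at an unadjusted p under 0.05, 7 and 9 lower and 0 and 1 higher. Leaving out 1 library gave 9 (without evo-Gd 2) to 14 translation factor genes higher in *evo*-Gd, 6 ATP synthase genes in each group without MDH3-La 2 and 2 to 3 otherwise, and 7 (without evo-Gd 1 or MDH3-La 3) to 12 and 9 (without MDH3-La 3) to 15 genes of cell division and wall synthesis. Of 6 ATP synthase genes, 3 rose in *evo*-La, at a mean of 5.43, and 2 in *evo*-Gd (3 adjusted over the list alone in each), with *atpE* at 7.43 and 6.84 (adjusted p = 0.0132, and adjusted p = 0.607 with an estimated correlation, and adjusted p = 0.0137, and adjusted p = 0.485 with an estimated correlation). Of 23 genes of cell division and wall synthesis, 15 rose in *evo*-Gd and 16 in *evo*-La (16 adjusted over the list alone in each, and 1 lower in each at an adjusted p under 0.05), at means of 3.44 and 3.34 (adjusted p = 5.68e-05, and adjusted p = 0.485 with an estimated correlation, and adjusted p = 0.000181, and adjusted p = 0.607 with an estimated correlation), with *ddlB* at 4.36 and 4.86. The deleted genes META1p1740 (*xoxF1*) and META1p2757 (*xoxF2*) had counts above the floor in every library, with 107529 and 493 as their lowest.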

How the results depend on the processing

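The block with the data sheet's numbers and the corrected lists were chosen after the data were seen, and the test of other splits before. Of the gene results named in the text (88 genes, 211 results, 3583 values over the alternatives), 2987 kept their direction and side of the thresholds, 465 lost a call, 94 gained one and 37 changed sign. DESeq2 gained 40 calls and lost 3, and with only the 2 groups in the fit 58 were lost and 4 gained. The cause of the changes below was not tested, except that looser thresholds add calls and fewer libraries cost power by construction. That does not cover gains with a library left out, such as 29 calls without MDH3-La 2 against 15 for *evo*-Gd against *evo*-La. The depth limits *mxaF* to a lower bound, since 0 counts in a library allow up to 3.

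At an adjusted p under 0.05 alone the counts were 641 for *evo*-Gd against *evo*-La, 4031 for *evo*-Gd and 4424 for *evo*-La against the libraries labelled MDH3-La, and 3757 shared; with a log2 fold change beyond 1 as well, 496, 3556, 3914 and 3270. DESeq2 gave 140, 2436 and, shared, 2260, and upper-quartile factors 28 for *evo*-Gd against *evo*-La. With only the 2 groups in the fit edgeR gave 41 for *evo*-Gd against *evo*-La, 0 for *evo*-Gd against the libraries labelled MDH3-La, and so 0 shared, with 3944 genes at an unadjusted p under 0.05 in that fit. Camera called 6, 12 and 11 lists in *evo*-Gd against *evo*-La and in *evo*-Gd and *evo*-La against the libraries labelled MDH3-La, 0 in each with an estimated correlation, 11 in the first with only the 2 groups, and fry, which tests whether a list moves one way on balance, 24 and 22 in the latter 2. Mean log2 fold changes of the assimilation list were 1.58 with DESeq2 and 1.58 with RLE factors in *evo*-Gd, and 1.76, 1.76 and, with library totals alone, 2.38 in *evo*-La; the bacteriochlorophyll mean in *evo*-Gd was 4.64 with DESeq2 and 4.63 with RLE factors. Corrected lists gave 1.36 and 1.75 for primary oxidation and 1.93 and 2.11 for assimilation.

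Signs that turned, none of them in a called gene: *bchF* in *evo*-La 0.25 and *crtE* in *evo*-La 0.17 with library totals alone; META1p1740 in *evo*-La −0.22 with DESeq2, −0.22 with RLE and −0.048 with upper-quartile factors; META1p1751 in *evo*-Gd −0.078 with DESeq2 and −0.078 with RLE factors; META1p1800 in *evo*-Gd −0.12 with DESeq2 and −0.12 with RLE factors; *mxaJ* in *evo*-Gd −0.11 with DESeq2 and −0.10 with RLE factors.

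When each library was left out, the counts ran from 0 to 29 for *evo*-Gd against *evo*-La (29 without MDH3-La 2, and 0 without any 1 of the 5 *evo* libraries or MDH3-La 3, where 1096 to 1725 genes had an unadjusted p under 0.05), from 387 to 1213 for *evo*-Gd, from 878 to 1800 for *evo*-La and from 368 to 1140 shared, and camera's calls between *evo*-Gd and *evo*-La from 5 to 10 (10 without MDH3-La 2). Without 1 *evo*-Gd library the other is assumed to vary like the other groups. The bacteriochlorophyll mean ran from 4.56 to 5.20. Log2 fold changes that crossed 0 ran, in *evo*-La against the libraries labelled MDH3-La, from −0.0064 to 0.74 for *bchC*, −0.35 to 0.046 for *bchF*, −0.46 to 0.044 for *crtE*, −0.33 to 0.54 for META1p1740 and −0.85 to 0.72 for META1p1800; in *evo*-Gd from −0.29 to 0.67 for META1p1027, −0.22 to 0.61 for META1p1751, −0.77 to 0.0090 for META1p1778, −0.33 to 1.22 for META1p1800 and −0.13 to 0.45 for *mxaJ*; and between *evo*-Gd and *evo*-La from −0.38 to 0.0013 for *ccr* and −0.30 to 0.00065 for META1p1785.

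The replicate numbers mark no shared culture or day that a source names, and deviations of libraries with the same number did not go together throughout (correlations −0.195, 0.0753 and 0.0532 between MDH3-La and *evo*-La, −0.241 and −0.377 between MDH3-La and *evo*-Gd, −0.291 and −0.324 between *evo*-La and *evo*-Gd, and by the data sheet's number 3 for the second *evo*-Gd library 0.204 with MDH3-La 3 and −0.0549 with evo-La 3), so neither numbering is taken to pair the samples. With the labels' numbers as a replicate block the counts were 0 for *evo*-Gd against *evo*-La, 0 for *evo*-Gd, 528 for *evo*-La and 0 shared; with the data sheet's numbers as a replicate block 0, 97, 762 and 89. At an unadjusted p under 0.05 the replicate block left 1123 and 3878 genes in the first 2 of these comparisons with the labels' numbers and 1293 in the first with the data sheet's. Among the named gene results the replicate block ended 85 calls with the labels' numbers and 65 with the data sheet's. Under the replicate block the sign turned for META1p1778 in *evo*-Gd (0.17) and META1p1785 between *evo*-Gd and *evo*-La (0.25) with the data sheet's numbers, and for META1p1800 in *evo*-La (0.24 with these and 0.0756 with the labels'). A block by column numbers was not run, since the deposited columns carry the labels' numbers.

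The split of the 6 libraries labelled MDH3-La and *evo*-La by label called 1940 genes and the highest of the other splits 0; it was the 1 of 10 splits with that many, and 10 splits are too few for a share under 0.05.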

Differences from the paper's values

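No test of a cause was run for these differences beyond the alternative settings. The paper gives 2415 genes for *evo*-Gd against MDH3-La and 137 for *evo*-Gd against *evo*-La; at its stated thresholds edgeR's quasi-likelihood test called 1271 and 15. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave 2436 and 140, and the others that keep the thresholds gave 0 to 1288 and 0 to 41. The gap in these counts thus goes with the choice of tool. Scaling alone did not close it, since edgeR with RLE factors gave 1217 and 20. For *hppA* in *evo*-Gd the paper's log2 value is 5 and the value here 3.89, with 3.43 to 4.08 over the alternatives.

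For primary oxidation genes the paper's averages, stated on the log2 scale, are 2.6 with Gd and 3.4 with La, against means of 1.48 and 1.89 here, which are 2.80-fold and 3.70-fold on a linear scale. For assimilation genes the paper gives 3.1-fold and 3.5-fold with no scale stated, against log2 means of 1.91 and 2.09 here, or 3.75-fold and 4.26-fold on a linear scale. For bacteriochlorophyll genes in *evo*-Gd the paper's average is 5.7-fold, with no scale stated, against a log2 mean of 4.99 here, 31.8-fold on a linear scale. The mean here takes in *bchI* and *bchD*, which were not raised. The paper does not say whether its average does, so the gene sets may differ. On the log2 scale none of the alternatives set before the data were examined reached these values: they gave 1.17 to 1.74 and 1.58 to 2.18 for oxidation, 1.58 to 2.09 and 1.76 to 2.38 for assimilation, and 4.56 to 5.20 for bacteriochlorophyll. On a linear scale the values here lie nearer the paper's for oxidation and assimilation, and farther from it for bacteriochlorophyll. Lists corrected after the values were seen did not reach the paper's values on the log2 scale either, at 1.36 and 1.75 for oxidation and 1.93 and 2.11 for assimilation.

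Of the *exaGJF* genes, whose values here lie near the paper's, edgeR called *exaF* in *evo*-Gd, and META1p1137 (*exaG*) and META1p1138 (*exaJ*) missed the threshold of the adjusted p. DESeq2 called both, at 5.90 and 4.55, edgeR did without MDH3-La 2, at 7.14 and 6.34, and RLE and upper-quartile factors gave calls of META1p1137 at 5.89 and 6.07. The paper states that PQQ genes increased. Of 8, edgeR called 0 higher and 2 lower in each group, with 1 and 2 higher at an unadjusted p under 0.05, and DESeq2 and the other settings that keep the thresholds also called 0 higher. It states that the *mxa* accessory genes were higher. Of 13, 2 passed in *evo*-La and 0 in *evo*-Gd (1 and 0 with DESeq2), library totals alone gave a call of *mxaD* in *evo*-Gd at 2.50, and 7 were higher at a p under 0.05, adjusted or not, in each group. It states that the *lut* genes were higher apart from *lutA*; of 8, edgeR called 0, with 7 and 5 higher at an unadjusted p under 0.05. DESeq2 called META1p1780 at 2.60 and 1.75 and META1p1785 at 3.39 and 3.53 in *evo*-Gd and *evo*-La, and META1p1778 (*lutA*) in *evo*-La at −2.11, the direction the paper gives. With edgeR, 4 *lut* genes in *evo*-Gd and 2 in *evo*-La were called higher without MDH3-La 2, and META1p1780 in *evo*-Gd with upper-quartile factors, at 2.75. The fall of *lanM* was called in both groups. It states that *lutH* was lower, and *lutA* to *lutF* higher, with Gd than with La; META1p1785 had -0.14 and 0 *lut* genes were called in this comparison by edgeR or DESeq2. Of the lanthanide chelation genes, which it gives as higher except for genes 7 and 8, 2 of 10 were called higher in *evo*-Gd and 0 in *evo*-La, while DESeq2 called 5 and 2, among them META1p4132 in *evo*-Gd at 1.83 and META1p4134 and META1p4136 in *evo*-La at 1.59 and 2.56, and edgeR with library totals alone called META1p4134 in *evo*-La at 2.22.

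For heavy metal resistance genes the paper gives a rise in *evo*-HLn; of 28, 2 rose in *evo*-Gd and 5 rose and 1 fell in *evo*-La (0 to 1 and 1 to 3 higher with any 1 library left out), with 8 and 9 higher and 7 and 6 lower at an adjusted p under 0.05, and DESeq2 called 5 higher and 4 lower, then 5 and 3, with *copB* among them in *evo*-Gd at 1.64. With library totals alone 4 were called higher in *evo*-Gd, *copB* at 2.14. It places *czc* genes among those most reduced with Gd compared with La; META1p1027 had -0.58 and was not called, and DESeq2's only call in the list was the copper resistance gene META1p1855 at −1.75. It names *glyA*, *fdh3A* and *fdh3B* as the reduced oxidation genes; *fdh3A* was called in *evo*-La, and in *evo*-Gd by DESeq2 (−2.30) and without MDH3-La 2 (−2.40). *fdh3B* was called by DESeq2 in both (−1.77 and −2.33), and in *evo*-La by edgeR with RLE or upper-quartile factors (−2.33 and −2.17) and without MDH3-La 2 or MDH3-La 3 (−2.43 and −1.67), and *glyA* had -0.89 and -1.03. Of *phaR* and *mcmA*, the only assimilation genes it gives as reduced, *mcmA* was called. META1p4592, annotated as serine-glyoxylate aminotransferase, was also called lower, but it may not be among the genes of the paper's Figure 3B. *phaR* was called by DESeq2 in both groups (−1.87 and −1.64), and by edgeR in *evo*-Gd among genes with a mean of at least 50 counts (−1.57) and in *evo*-La with RLE factors (−1.64). It states that methylotrophy genes were higher in *evo*-La than in *evo*-Gd; 0 were called by edgeR or DESeq2, with list means on that side. Carotenoid genes rose in *evo*-Gd as it states, 5 of 6, though 1 to 3 without MDH3-La 3 or any 1 *evo* library and 0 with only the 2 groups in the fit, and DESeq2 also called *crtI*, at 1.80, as did edgeR with library totals alone, at 2.37. Besides *bchI* and *bchD*, which it gives as not raised, *bchN* was not called in *evo*-Gd at the settings used at the claims, and was by DESeq2 (5.82) and by edgeR with RLE or upper-quartile factors (5.81 and 5.91) or without evo-La 1 (6.20). Of the genes its text gives as raised for phosphate, *ppk* and *ppnK* stayed under the fold threshold, and *pstSABC* and META1p2285 passed. The caption of Figure 4C also gives *phoU* and *phoB* as raised, and their values are not given here. Of the 8 phosphate and polyphosphate genes in the list, 4 were called higher in *evo*-Gd and 5 in *evo*-La.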

Other observations

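The lists in this part come from general knowledge, apart from the genes singled out by size, and no explanation of the changes was tested here. Genes of the general stress response were among those that fell in *evo*-HLn against the libraries labelled MDH3-La, whose *mxaF* counts go against the label. Of 9 such genes, 3 fell in *evo*-Gd and 4 in *evo*-La, with the same numbers adjusted over the list alone, while at an adjusted p under 0.05, 2 were higher and 5 lower in each group. limma's camera did not call the list (adjusted p = 0.131, and adjusted p = 0.612 with an estimated correlation in *evo*-Gd, and adjusted p = 0.123, and adjusted p = 0.655 with an estimated correlation in *evo*-La). *phyR*, for the response regulator that controls it, had log2 fold changes of -3.30 and -3.26 (adjusted p = 9.23e-05 and 2.66e-05 from edgeR's quasi-likelihood test), a call that ended without any library but MDH3-La 2 in *evo*-Gd (adjusted p from 0.00021 to 0.001) and without evo-La 1, 2 or 3 in *evo*-La (adjusted p from 0.000147 to 0.000345). *otsA*, for trehalose synthesis, fell in *evo*-La (-2.61, adjusted p = 1.11e-05), which ended without evo-La 1, 2 or 3 (adjusted p from 0.000125 to 0.000166). Chaperones and proteases went both ways: of 22, 4 rose and 4 fell in *evo*-Gd and 5 rose and 7 fell in *evo*-La (4 and 6, then 5 and 7, adjusted over the list alone), with *dnaJ* at 3.30 and 4.07 and the small heat shock gene *ibpA* (META1p4658) at -1.95 and -3.26, its *evo*-Gd call ending without 7 of the 8 libraries (adjusted p from 0.000112 to 0.000797) or with upper-quartile factors (adjusted p = 0.000129). Of 17 oxidative stress genes, 1 rose and 1 fell in *evo*-Gd, and 2 rose and 3 fell in *evo*-La (1 and 0, then 2 and 3, adjusted over the list alone); *sodB*, for superoxide dismutase, had 4.55 and 4.72. Leaving out 1 library gave 0 (without evo-Gd 1) to 3 general stress genes lower in *evo*-Gd and 2 (without any 1 *evo*-La library) to 4 in *evo*-La, and 0 (without either *evo*-Gd library) to 9 (without MDH3-La 2) chaperone genes lower in *evo*-Gd and 3 (without evo-La 2 or evo-La 3) to 8 in *evo*-La. For oxidative stress it gave 0 to 1 lower and 1 higher in *evo*-Gd, and 1 (without any 1 *evo*-La library) to 3 lower and 1 higher in *evo*-La.

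Motility genes were among those that rose. Of 50 flagellar genes, 12 rose in *evo*-Gd and 13 in *evo*-La (13 and 12 adjusted over the list alone), among them *fliM* (META1p3262), of the motor switch, at 3.37 and 3.75, and of 14 chemotaxis genes 2 and 3 rose (2 and 2 adjusted over the list alone). For flagella limma's camera gave adjusted p = 0.015, and adjusted p = 0.727 with an estimated correlation in *evo*-Gd, and adjusted p = 0.0229, and adjusted p = 0.828 with an estimated correlation in *evo*-La; for chemotaxis, adjusted p = 0.00773, and adjusted p = 0.485 with an estimated correlation, and adjusted p = 0.00839, and adjusted p = 0.612 with an estimated correlation. Of 33 genes matched by the aminoacyl-tRNA synthetase list, which also took biosynthesis genes such as *hisG*, 14 rose in *evo*-Gd and 16 rose and 1 fell in *evo*-La (14, then 17 and 1, adjusted over the list alone, and 4 and 2 lower at an adjusted p under 0.05), with *aspS* at 3.70 and 4.45 (adjusted p = 0.004, and adjusted p = 0.485 with an estimated correlation, and adjusted p = 0.0026, and adjusted p = 0.607 with an estimated correlation). For the 14 NADH dehydrogenase genes edgeR called 0, also adjusted over the list alone. All 14 were higher at a p under 0.05, adjusted or not, in both groups and DESeq2 called 10 and 14 (adjusted p = 0.012, and adjusted p = 0.695 with an estimated correlation, and adjusted p = 0.00839, and adjusted p = 0.828 with an estimated correlation); *nuoA* had 2.68 and 3.08 (adjusted p = 0.000396 and 0.000111), and in *evo*-La was called without MDH3-La 1 or MDH3-La 2 (adjusted p = 3.92e-05 and 8.67e-05). DESeq2 and upper-quartile factors called it in both groups, and RLE factors and library totals in *evo*-La (adjusted p from 1.58e-13 to 5.46e-05). Leaving out MDH3-La 1 gave 1 NADH dehydrogenase call in *evo*-Gd and 14 in *evo*-La, and MDH3-La 2 gave 1 in *evo*-La. Over the 8 libraries left out in turn, 3 (without evo-Gd 2) to 9 flagellar genes were called higher in *evo*-Gd and 6 (without any 1 *evo*-La library) to 12 in *evo*-La, 1 to 4 chemotaxis genes in each (4 without MDH3-La 2), and 5 (without evo-Gd 2) to 15 and 11 to 17 of the synthetase list.

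Of 4 polyhydroxybutyrate genes, 1 rose and 1 fell in *evo*-Gd and 1 fell in *evo*-La (2 and 2, then 1 and 1, adjusted over the list alone): *phaC*, for the synthase, fell at -2.36 and -3.30, its *evo*-Gd call ending without any library but MDH3-La 2 (adjusted p from 0.000101 to 0.000225). Of 12 phage genes, 2 fell in *evo*-Gd and 1 rose and 3 fell in *evo*-La (1 lower, then 1 and 3, adjusted over the list alone, and 3 higher and 6 lower, then 3 and 8, at an adjusted p under 0.05); META1p4641, a putative phage DNA polymerase, had -2.95 and -3.52, and its *evo*-Gd call ended without any 1 of the 5 *evo* libraries (adjusted p from 0.000114 to 0.000594). Of 19 cobalamin genes, 1 rose and 1 fell in *evo*-Gd and 5 rose and 1 fell in *evo*-La (1 and 1, then 6 and 1, adjusted over the list alone), and of 16 urease genes 1 and 2 rose (1 and 1 adjusted over the list alone, and 6 higher and 4 lower, then 6 and 6, at an adjusted p under 0.05). With edgeR 0 genes of the TonB-dependent receptor list (7), the transposase list (2) and the tetrahydromethanopterin synthesis list (6) were called in either group, also adjusted over the list alone. At an unadjusted p under 0.05, 3 and 4 receptor genes were higher and 1 and 1 lower, 1 and 2 transposase genes were higher, and 0 of the 6 were either. DESeq2 called 1 receptor gene higher in each group and 1 lower in *evo*-La, and 0 in the other 2 lists. limma's camera called none of the chaperone, oxidative stress, polyhydroxybutyrate, phage, cobalamin, urease, receptor and tetrahydromethanopterin lists in either group (adjusted p from 0.112 to 0.872), and the transposase list was too small for it. Its direction differed from the sign of the mean for chaperones in both groups, for cobalamin and polyhydroxybutyrate genes in *evo*-Gd and for oxidative stress genes in *evo*-La. Leaving out MDH3-La 2 gave 1 receptor gene higher in each group and 2 and 4 tetrahydromethanopterin genes, and leaving out MDH3-La 1 gave 5 urease genes lower in *evo*-La. With each library left out in turn, the rise among the polyhydroxybutyrate genes and that among the phage genes ended in every case, 0 (without any 1 *evo* library) to 3 phage genes were lower in *evo*-Gd and 1 (without any 1 *evo*-La library) to 3 in *evo*-La, and 2 to 4 cobalamin genes and 1 to 3 urease genes were higher in *evo*-La.

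META2p0014, a putative acyl-CoA ligase, rose by 7.45 in *evo*-Gd and 6.21 in *evo*-La, and META2p0017, a putative cytochrome P450, by 6.63 in *evo*-La (adjusted p = 1.81e-06, 1.21e-06 and 9.99e-07). *mlaI* fell at -7.75 in *evo*-Gd and -4.57 in *evo*-La. Its *evo*-Gd call ended without evo-Gd 1 or evo-Gd 2 (adjusted p = 0.000111 and 0.00011).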
